# Dedifferentiation-driven oncogenic stemness promotes tumor-sustaining adaptability in the intestinal epithelium

**DOI:** 10.1038/s41419-026-08669-2

**Published:** 2026-04-17

**Authors:** Kylee Zgeib, Thompson Hui, Simon Garcia, Zahra Hashemi, Shima Nejati, Amartya Singh, Atharva Inamdar, Crystal Lim, Dahlia Matouba, Christina Li, Binfeng Lu, Ansu O. Perekatt

**Keywords:** Oncogenesis, Cancer stem cells

## Abstract

Intestinal tumorigenesis can occur via two distinct routes: *bottom-up* tumorigenesis occurs from mutations sustained in the Lgr5⁺ stem cells, whereas *top-down* tumorigenesis is driven by dedifferentiation of epithelial cells near the intestinal lumen. While sporadic human colon adenomas exhibit features of top-down tumorigenesis, their biological determinants remain elusive. Here, using a Smad4 loss-of-function and β-catenin gain-of-function (Smad4^LOF^:β-catenin^GOF^) mouse model, we demonstrate that dedifferentiation-derived oncogenic stem cells sustain tumorigenesis more effectively than endogenous mutant stem cells harboring the mutation. The dedifferentiating villi epithelial cells showed early expression of CD44 and *Lgr5*, supporting oncogenic stemness. Aberrant Notch signaling in the villi epithelium was also detected at the onset of dedifferentiation, suggesting its contribution to dedifferentiation. Single-cell RNA sequencing revealed a distinct population of dedifferentiation-derived stem cells enriched for proliferative, metabolic, and mouse embryonic stem cell-like gene signatures, consistent with enhanced plasticity and tumorigenic potential. These mutant cells exhibited growth factor independence, indicating a capacity for niche-independent proliferation and metabolic adaptation to sustain tumor growth. These findings identify dedifferentiation-driven stemness, aberrant Notch activation, and metabolic plasticity as cooperative mechanisms that promote top-down intestinal tumorigenesis. This study provides insight into how oncogenic dedifferentiation contributes to tumor heterogeneity and persistence and has implications for therapeutic resistance in colorectal cancer.

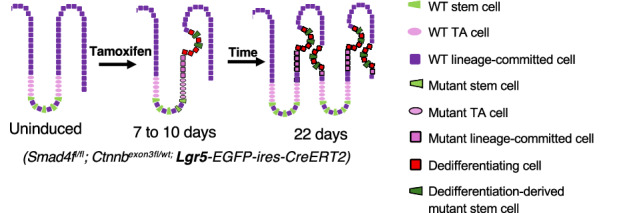

## FACTS

- Sc-RNA sequencing of the dedifferentiating cells in the Smad4^LOF^:β-catenin^GOF^ intestinal epithelium confirms oncogenic stemness.
- The dedifferentiation-derived oncogenic stem cells in the Smad4^LOF^:β-catenin^GOF^ have a selective advantage over the *Lgr5*^+^ stem cells that incurred the mutation.
- Aberrant Notch signaling and cytoprotective mechanisms in the Smad4^LOF^:β-catenin^GOF^ villi epithelium might promote top-down tumorigenesis.

## Introduction

Colorectal cancer (CRC) is one of the most prevalent and lethal malignancies worldwide, ranking second in global cancer-related mortality. Cancer stem cells (CSCs) are recognized as key drivers of tumor growth, metastasis, and therapy resistance, the latter contributing significantly to cancer relapse [1–3]. Like normal intestinal stem cells, CSCs give rise to a hierarchical organization of the tumor tissue and are responsible for sustaining tumor growth [4].

Lgr5⁺ stem cells are fast-cycling cells responsible for intestinal epithelial renewal. The intestinal epithelium is spatially organized, with the Lgr5⁺ stem cells and their proliferating progeny confined to the crypts (invaginations), while the villi (epithelial projections) house only the differentiated cells. Upon reaching the crypt–villus junction, progeny of Lgr5⁺ cells cease proliferation and differentiate. Despite this organization, the intestinal epithelium is highly plastic—differentiated cells can reacquire stemness during regeneration or upon Lgr5⁺ cell loss [5, 6]. Similar fate plasticity occurs in colon tumors, where lineage-committed cells can regain Lgr5⁺ stem cell identity, highlighting niche occupancy as a key determinant of stem cell fate [7, 8].

The pathogenesis of CRC involves several key signaling pathways, with transforming growth factor-β (TGF-β) and Wnt cascades playing particularly critical roles [2, 9]. Smad4, a transcriptional effector of the TGF-β and BMP signaling pathway, suppresses growth, while β-catenin is the transcriptional effector of Wnt signaling, which promotes growth. These pathways are essential for maintaining intestinal homeostasis and regulating stem cell behavior; consequently, their dysregulation represents a hallmark of colorectal tumorigenesis [10].

Experimental mouse models support two prevailing models for the cell-of-origin in colon cancer. The bottom-up model posits that oncogenic mutations in stem cells initiate tumorigenesis [11]. Conversely, the top-down model suggests that dedifferentiation from the lineage committed or mature cells harboring mutations leads to tumor formation [12, 13]. The Verzi group previously demonstrated that simultaneous induction of Smad4 loss-of-function and β-catenin-gain-of-function (Smad4^LOF^:β-catenin^GOF^) mutations induces dedifferentiation, promoting proliferation and stemness within the villus compartment and ultimately leading to tumorigenesis [14]. Given that the histological features of sporadic human colorectal tumors suggest a luminal origin, aligning with the top-down model, we used the Smad4^LOF^:β-catenin^GOF^ mouse model to investigate the factors favoring dedifferentiation-driven tumorigenesis and its implications [15].

scRNA-seq of dedifferentiating villus cells revealed heterogeneous stem-like populations encompassing proliferative and quiescent states. Moreover, we identified villus-specific alterations that favored dedifferentiation-driven luminal tumorigenesis. Stem-cell–specific induction of the Smad4^LOF^:β-catenin^GOF^ showed a competitive disadvantage of mutant crypt stem cells, thereby favoring luminal tumorigenesis via dedifferentiation.

Our findings provide insights into the mechanisms sustaining luminal tumorigenesis and highlight the potential role of dedifferentiation-driven stem cell heterogeneity in sustaining tumor growth.

## Results

### Dedifferentiation-induced acquisition of stemness in the villus epithelium promotes luminal tumorigenesis

Reacquisition of stemness is a hallmark of malignant transformation [16]. The Smad4^LOF^: β-catenin^GOF^ (double mutant) was induced throughout the intestinal epithelium using Villin-Cre to assess dedifferentiation-driven oncogenic stemness. Within one week, CD44, a putative cancer stem cell marker [17], was detected in the villus epithelium, indicating oncogenic stemness (Fig. 1A). Because pan-epithelial induction with intraperitoneal administration of Tamoxifen at 0.05 g/kg for 4 days was lethal by around two weeks, a single 0.01 g/kg intraperitoneal dose was used to generate mosaic mutants. Palpable tumors appeared within 1–2 months (Fig. 1B). Compared to the wild-type, the 30-day double mutant showed markedly reduced Keratin-20 immunoreactivity, consistent with a loss of Keratin-20 expression accompanying epithelial dedifferentiation (Fig. 1C, S1B). Notably, the prevalence of luminal hyperplasia with invaginations near the lumen and EphB2⁺ ectopic crypts, suggested dedifferentiation-induced stemness near the lumen. To confirm mosaic induction of the mutation with a partial tamoxifen dose, we assessed Smad4 expression. Hyperplastic regions near the lumen were negative for Smad4 expression, indicating the presence of mutant hyperplastic regions near the lumen (Fig. 1D). In contrast, the hyperplastic regions found away from the lumen were positive for Smad4, indicating regeneration in wild-type epithelial cells. The expression of CD44 and EphB2, both colon cancer stem cell markers [18, 19], suggests dedifferentiation-driven tumorigenesis via reacquisition of stemness.

**Fig. 1:**
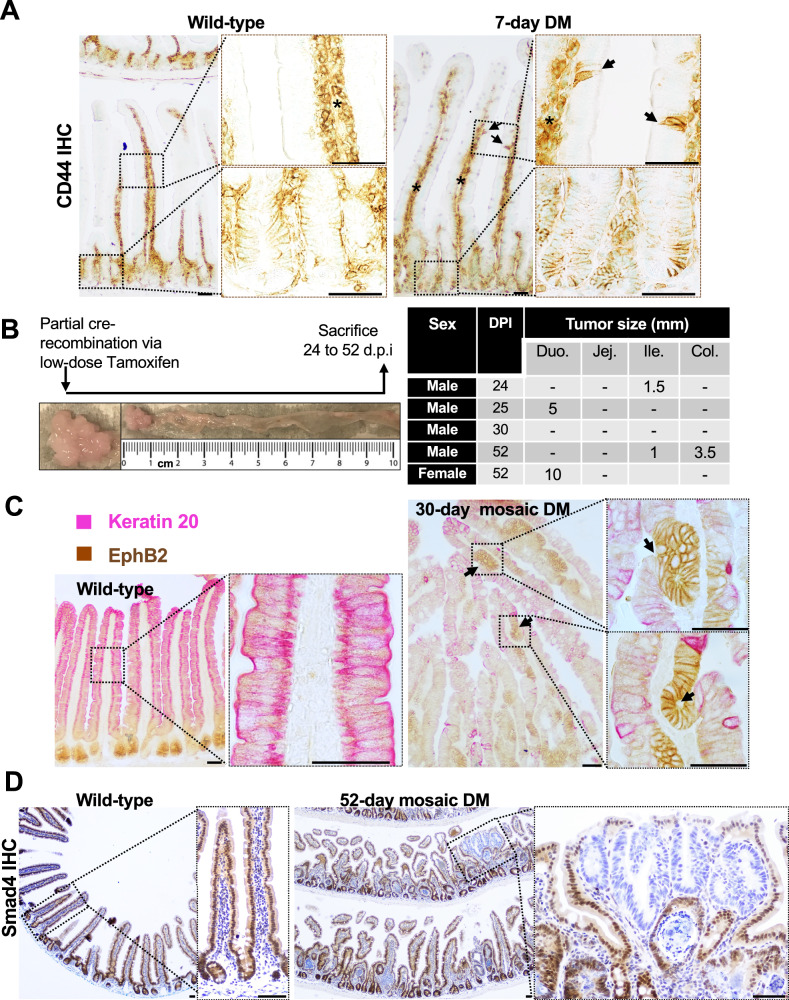
Dedifferentiation-driven tumorigenesis in the Smad4^LOF^: β-catenin^GOF^ double mutant. **A** CD44 immunoreactivity in the double mutant villi epithelium (arrows), suggesting oncogenic stemness in the 7-day double mutant (DM) villi *n* = 3. **B** left panel: Schema for mosaic induction of the double mutation (DM), and representative image of the resulting adenoma. Right panel: region within the intestine where tumors were found and their size. **C** Co-immunostaining for Keratin 20 (pink) and EphB2 (brown) in the wild-type (left) and the mutant (right). Arrows point to the nascent ectopic crypts within the tumor. **D** Smad4 IHC in the control and the mosaic double mutant, showing loss of Smad4 in the mutant hyperplastic regions near the lumen (arrows). Boxed regions within the image are enlarged to the right. * Non-specific CD44 immunoreactivity in the mesenchyme. Scale bars, 50 μm.

### Transcriptional shifts in the dedifferentiating double mutant villi epithelium support oncogenic stemness

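Villus epithelium was isolated from the duodena of 3 double mutant and 3 wild-type mice, and its RNA was sequenced as 1 library per mouse after enrichment of polyadenylated transcripts. In the double mutant mice, a tamoxifen-inducible Cre under the Villin promoter acts in the whole intestinal epithelium, and the mice received 4 injections of tamoxifen at 0.05 g/kg, with villi collected 7 days after the first. The wild-type mice were uninjected littermates, so an effect of tamoxifen itself is not separated from that of the mutation. Each group held 2 females and 1 male. Y-linked genes had 3453 and 3299 counts in the males and at most 9 counts in the females, as the labels state. The authors aligned the reads to the mm9 mouse genome with HISAT2, counted them per gene with featureCounts and deposited the raw counts, without normalization. The paper's text does not name the strand setting or the rule for reads that match several genes, so the counts of overlapping, antisense and near-identical genes are uncertain. The table lists 20409 features, of which 336 are numbered transcripts outside the annotation. Between 19678507 and 26337318 reads per mouse were counted on these features, with a median of 19791156 in double mutant villi and 20613988 in wild-type villi. The smallest level that this depth can show, 3 counts, lay between 0.114 and 0.152 CPM (counts relative to the library total) across the 6 mice. These floors cover counting error only, since the reads carry no molecular identifiers. Normalized counts are CPM scaled by edgeR's TMM factors. The 13346 genes kept by edgeR's filter on low counts were compared between the groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. With 3 mice against 3, an exact two-sided permutation test of a single value cannot give a p below 0.1.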

To define epithelial transcriptional changes driving dedifferentiation and oncogenic stemness, we compared the transcriptomes of double mutant and wild-type villus epithelia at 7 days post-induction, when CD44⁺ cells and nascent ectopic crypts first appear (Fig. 1A). 

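*Smad4* (ENSMUSG00000024515), the gene inactivated in the double mutant, lies on chromosome 18 of mm9 from 73798663 to 73863434 on the minus strand. Its normalized count was 148 ± 30.4 CPM (SD, n = 3 mice) in wild-type villi and 31.7 ± 5.40 CPM (SD, n = 3) in double mutant villi, a log2 fold change of -2.22 (standard error 0.187, adjusted p = 0.000145 from edgeR's quasi-likelihood test). The 3 double mutant mice had 26.05, 36.83 and 32.13 CPM of *Smad4*, all under the lowest wild-type value of 119.8 CPM. Scaling by library size alone moved this log2 fold change most among the other normalizations and filters, to -2.04. *Ctnnb1* (ENSMUSG00000006932; chromosome 9, 120838334 to 120869625) encodes β-catenin and had 932 ± 53.6 CPM in wild-type and 841 ± 79.7 CPM in double mutant villi (log2 fold change -0.15, adjusted p = 0.359 from the same test), a difference within the spread between mice. *Clca4a* (ENSMUSG00000068547; chromosome 3, 144615444 to 144638009) fell from 329 ± 76.6 to 4.47 ± 1.41 CPM, a log2 fold change of -6.20 (standard error 0.295, adjusted p = 1.94e-05, edgeR). *Prom1* (ENSMUSG00000029086; chromosome 5, 44384864 to 44493271) rose from 19.0 ± 4.83 to 163 ± 20.1 CPM, with a log2 fold change of 3.11 (standard error 0.206, adjusted p = 5.86e-05, edgeR). With each mouse left out in turn, the log2 fold change stayed between -6.48 and -6.06 for *Clca4a* and between 2.92 and 3.28 for *Prom1*.

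**Figure D1:**
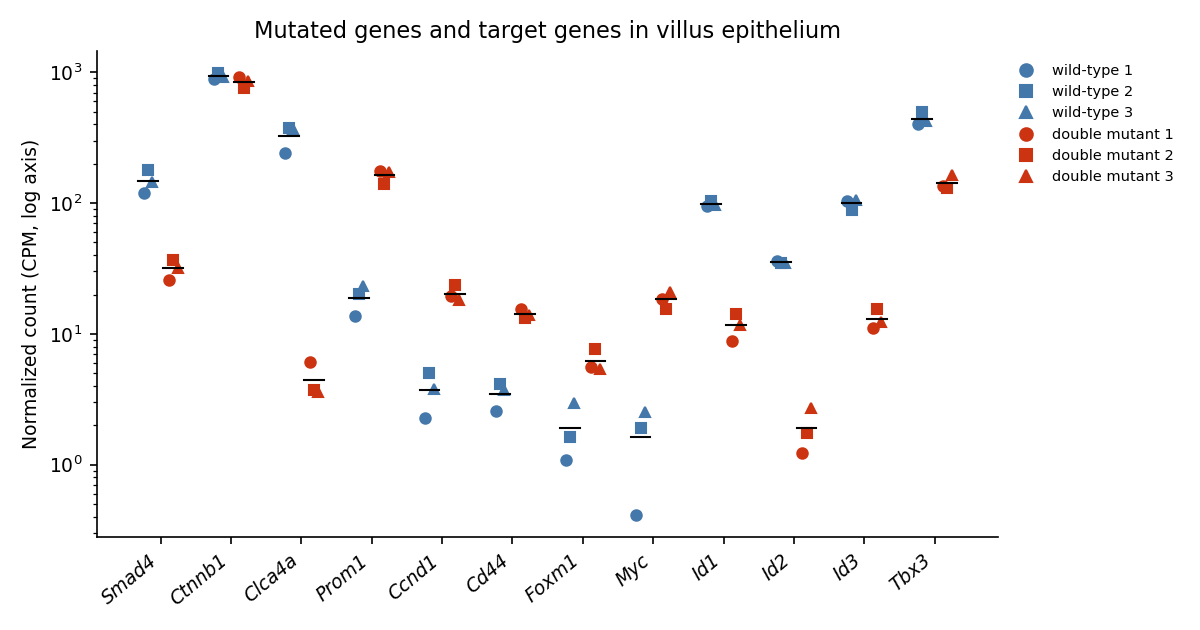
Normalized counts (CPM, log axis) of the mutated genes and the target genes in each of the 3 wild-type and 3 double mutant mice; black lines are group means. The groups overlap for *Ctnnb1* and are separate for the other 11 genes.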

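All 4 β-catenin targets of Fig. 2B were higher in the double mutant villi. *Myc* (chromosome 15, 61816946 to 61821929) had 1.62 ± 1.08 CPM in wild-type and 18.4 ± 2.73 CPM in double mutant villi, a log2 fold change of 3.53 (standard error 0.523, adjusted p = 0.00234, edgeR). The log2 fold change was 2.46 for *Ccnd1* (standard error 0.279, adjusted p = 0.000465), 2.03 for *Cd44* (standard error 0.216, adjusted p = 0.000353) and 1.72 for *Foxm1* (standard error 0.377, adjusted p = 0.00826), each from edgeR's quasi-likelihood test. The 4 Smad4 targets of the panel were lower. *Id2* (chromosome 12, 25778666 to 25780957) fell from 35.2 ± 0.695 to 1.90 ± 0.752 CPM, with a log2 fold change of -4.21 (standard error 0.259, adjusted p = 3.84e-05, edgeR). *Id1* changed by -3.09 on the log2 scale (adjusted p = 2.96e-05), *Id3* by -2.94 (adjusted p = 2.09e-05) and *Tbx3* by -1.62 (adjusted p = 0.000147). For these 8 genes, every double mutant mouse lay on the same side of every wild-type mouse, and each call held in all 6 fits that left out a mouse. The 26 genes labelled in Fig. 2A were all tested, 9 of them higher and 17 lower. Among the 7 higher genes with counts in both groups, the log2 fold change ran from 2.09 for *Agmat* to 5.43 for *Mt2*, and among the 15 lower ones from -2.15 for *Fosb* to -8.90 for *Pla2g4c*. *Cyp1b1* was at least 51-fold higher and *Gulo* at least 10.1-fold higher, since neither had a count in a wild-type mouse. *Rtn4rl2* was at least 107-fold lower and *Kcnd3* at least 7.88-fold lower, with no count in any double mutant mouse. The largest adjusted p among the 26 labelled genes was 0.00388 (edgeR).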

Downregulation of the tumor suppressor *Clca4a* and upregulation of the stem cell marker *Prom1* [20, 21], along with altered expression of β-catenin and Smad4 targets, confirmed successful induction of the β-catenin^GOF^: Smad4^LOF^ mutation (Fig. 2A, B, S1 and ST1). RNA-seq and Gene Set Enrichment Analysis (GSEA) revealed enrichment of Hallmark Myc and E2F pathways [22], as well as gene signatures associated with cell fate plasticity and tumor-related embryonic stemness [20, 21] (Fig. 2C, S2). These results align with the established roles of E2F and Myc signaling in driving cellular reprogramming and stemness during tumorigenesis. 

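The gene sets of Fig. 2C were not used here. Panels of genes known to be regulated by each pathway, written down before the counts were seen, took their place, together with the S and G2/M lists of the Seurat package and the mouse Reactome sets. The 13346 genes that passed the filter were ranked by the signal-to-noise ratio of DESeq2-normalized counts, without mapping to human orthologs. The 10000 gene permutations and the limits of 15 and 500 genes per set follow the paper's methods. Of 664 sets tested together, 265 had an adjusted p under 0.05 (fgsea, Benjamini-Hochberg), 167 of them with higher and 98 with lower expression in double mutant villi. The panel of 46 Myc-regulated genes, mostly of ribosome biogenesis, had a normalized enrichment score of 2.84 (adjusted p = 0.00124 from gene permutations). Of its genes, 42 were higher and 1 lower by edgeR's test. For the 59 tested genes of the E2F panel, the score was 2.64, with 41 genes higher and 2 lower. Scores were 2.57 for the S-phase list and 2.78 for the G2/M list of Seurat, and 2.24 for the 452 genes of the Reactome cell cycle set. The mTORC1 panel of 42 tested genes had a score of 1.63 (adjusted p = 0.0254 from gene permutations), and its adjusted p was under 0.05 in 5 of the 6 rankings that left out a mouse. The Reactome mTOR signalling set, with 26 tested genes, had a score of 1.07 (adjusted p = 0.501) and passed in 0 of these 6 rankings. With limma's camera test, which estimates the correlation between the genes of a set from the 6 mice, the direction of the Myc and E2F panels was unchanged but the adjusted p of both was 0.365. In shares of counts, the E2F panel took 0.0429% ± 0.00383 of the counts in wild-type and 0.0841% ± 0.00392 in double mutant villi (SD, n = 3; exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow).

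**Figure D2:**
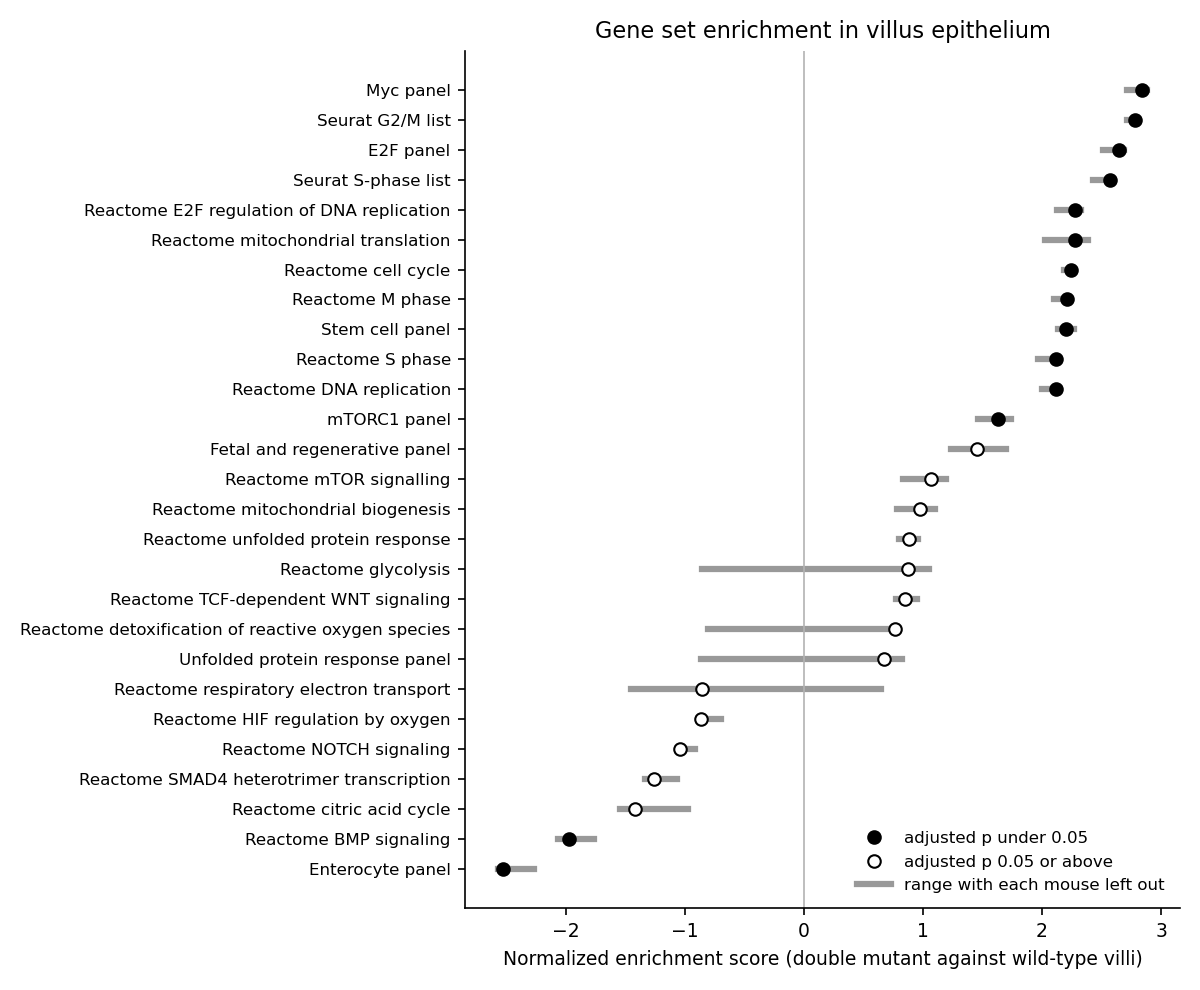
Normalized enrichment scores of the panels and named sets, double mutant against wild-type villi. Filled points have an adjusted p under 0.05, open points do not, and grey bars give the range over the 6 rankings that each left out a mouse; scores run from -2.52 for the enterocyte panel to 2.84 for the Myc panel.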

Additionally, the enrichment of gene signatures for cell fate plasticity and embryonic stemness (Fig. 2C, S2) indicates mutation-induced transcriptional reprogramming that promotes oncogenic stemness in the dedifferentiating villus epithelium [23–26].

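The panel of 20 stem cell markers had a normalized enrichment score of 2.20 (adjusted p = 0.00124, fgsea). All 20 markers had a positive log2 fold change, with a median of 1.49, and 12 of them had an adjusted p under 0.05 in edgeR's test. With a mouse left out, the number past this threshold ran from 7, without double mutant mouse 1, to 13. *Lgr5* rose from 0.633 ± 0.408 to 2.85 ± 0.583 CPM (SD, n = 3 mice; log2 fold change 2.19, adjusted p = 0.0139, edgeR), a call lost in 1 of the 6 fits that left out a mouse. A panel of fetal and regenerative epithelial genes stood in for a plasticity signature, and 20 of its 26 genes in the table were tested. Its score was 1.46 with an adjusted p of 0.119 (fgsea), which did not pass the threshold. The share of counts on the panel rose from 0.212% ± 0.0155 to 0.348% ± 0.0387 (SD, n = 3 mice; exact permutation test, two-sided p = 0.1, the smallest possible), without overlap between the groups. Of the tested genes, 6 were higher and 2 lower. The largest part of the rise in share came from 1 abundant gene, *Krt19*, which rose from 501 to 1464 CPM (log2 fold change 1.55, adjusted p = 0.000231, edgeR). On the log2 scale, *Ly6a* had the largest rise, from 1.02 ± 0.284 to 10.6 ± 3.82 CPM (log2 fold change 3.39, adjusted p = 0.000324, edgeR). *Cldn4* had the largest fall, from 216 ± 74.4 to 19.3 ± 2.22 CPM (log2 fold change -3.49, adjusted p = 0.000209, edgeR). Of the 30 genes of a panel of embryonic stem cell factors, 16 were in the table and 9 passed the filter, too few for a set test at the minimum of 15. Of those 9 genes, 4 were higher and 2 lower. The share of counts on the 16 genes in the table fell, from 0.122% ± 0.0075 to 0.0565% ± 0.00512 (SD, n = 3 mice; exact permutation test, two-sided p = 0.1, the smallest possible). Every double mutant mouse lay below every wild-type mouse. This share rests largely on the 2 lower genes, *Klf4* and *Tbx3*, which had the highest wild-type levels of the panel. *Tbx3*, also a Smad4 target of Fig. 2B, fell from 442 to 143 CPM. *Klf5*, the next highest, had 143 CPM in wild-type and 153 CPM in double mutant villi. The fall of the share is thus not a fall of the panel as a whole. *Mycn* rose from 0.155 ± 0.152 to 1.00 ± 0.353 CPM (log2 fold change 2.70, adjusted p = 0.0292, edgeR), a call held in 3 of the 6 fits that left out a mouse, while *Klf4* fell from 597 ± 17.4 to 103 ± 13.5 CPM (log2 fold change -2.53, adjusted p = 1.56e-05, edgeR). From the enrichment of its own signatures, the paper reasons that the mutation reprograms the villus epithelium toward oncogenic stemness.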

**Fig. 2:**
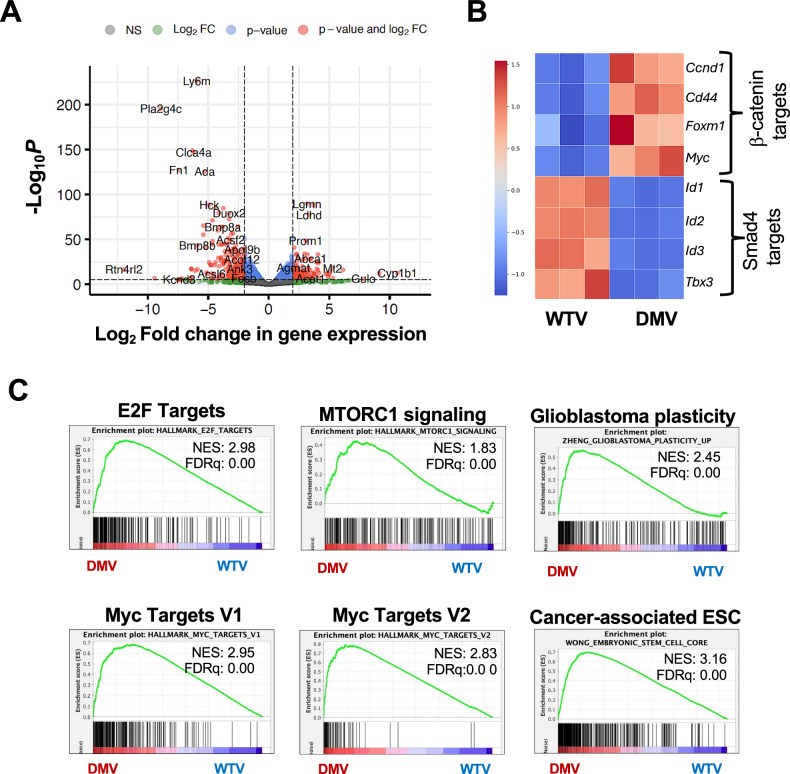
Early transcriptional alterations support oncogenic stemness and tumorigenesis in the villi epithelium within seven days after inducing the Smad4^LOF^: β-catenin^GOF^ mutation. **A** Volcano plot of differentially expressed genes in the villi epithelium seven days after the mutation. **B** Heatmap confirming differential expression of Smad4 and β-catenin transcriptional targets in the double mutant villi (DMV) vs wild-type villi (WTV) epithelium, validating simultaneous mutation induction. **C** GSEA plots showing enrichment of the Hallmark Myc and E2F targets, mTORC1 signaling, and gene signatures of stemness and plasticity, consistent with the induction of tumorigenic potential in the mutant villi. NES normalized enrichment score, FDRq False discovery rate q-value.

### The Lgr5 stem cell drift dynamics are skewed against the persistence of the double stem cells in the endogenous crypts

Lgr5⁺ stem cells undergo neutral drift dynamics in the normal intestinal epithelium, dividing symmetrically to replace each other and maintain clonal crypts [27, 28]. To assess how the Smad4^LOF^: β-catenin^GOF^ mutation affects tumorigenesis when induced specifically in Lgr5⁺ stem cells, we used the Tamoxifen-inducible Lgr5-Cre^ERT2^:EGFP mice [29], which enable visualization of the subset of Cre-activable Lgr5^+^ stem cells by GFP immunostaining. At 10 days post-induction (d.p.i.), Smad4⁻ cells appeared within crypts, confirming successful mutation induction (Fig. 3A). By 22 d.p.i., these double mutant cells in the crypts were largely replaced by wild-type cells, indicating a competitive advantage for the wild-type Lgr5^+^ stem cells in the crypts. Notably, CD44 and Lgr5⁺ cells, evidenced by GFP⁺ immunoreactivity, appeared in the Smad4⁻ hyperplastic regions near the lumen (Fig. 3B), suggesting oncogenic stemness and adenoma initiation. This contrasting distribution—loss of mutant stem cells from the endogenous crypts but their appearance near the lumen—indicates that the villus region provides a more favorable niche for tumor growth.

**Fig. 3:**
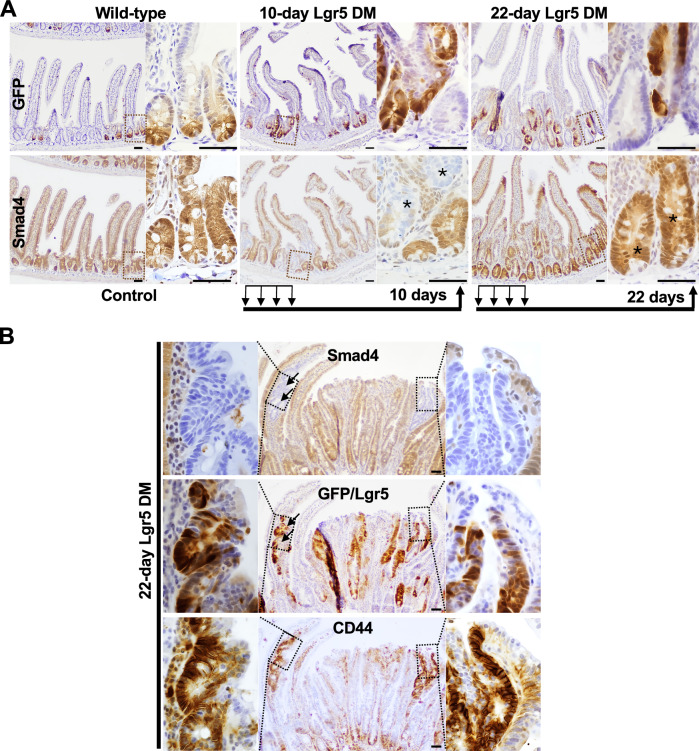
Loss of mutant Lgr5+ stem cells from the endogenous crypts and dedifferentiation-driven Lgr5+ stem cells near the lumen. **A** GFP (top) and Smad4 (bottom) IHC showing Lgr5^+^ and wild-type stem cells on adjacent sections before and after Lgr5^+^ stem cell-specific induction of the mutation; the Lgr5-driven Cre in *Smad4f*^*l/fl*^*; Ctnnb*^*exon3fl/wt;*^ *Lgr5-EGFP-ires-CreERT2* mice enabled the mutation only in a subset of the Lgr5^+^ stem cells and stem cell visualization via GFP expression. Note the presence of mutant cells (asterisk) at 10 days but not 22 days in the endogenous crypts. **B** Smad4 (top), GFP (middle), and CD44 (bottom) immunostaining on adjacent sections, showing Lgr5⁺ stem cells in the Smad4-deficient hyperplastic regions near the lumen. Note the GFP expression in the villus invaginations (arrows), suggesting the emergence of Lgr5+ stem cells via dedifferentiation. Boxed regions are enlarged to their immediate left and right. *n* = 3 per time-point. Scale bar = 50 μm.

### The mutation triggers metabolic alterations specifically in the villi that facilitate tumor growth

To identify factors favoring luminal tumorigenesis, we first assessed hypoxia, which increases along the crypt–villus axis in the normal epithelium [30]. Pimonidazole labeling revealed elevated hypoxia in the double mutant villi but not in crypts or ectopic crypts, indicating a transient, pre-ectopic crypt event (Fig. 4A). Because glutamine metabolism can induce hypoxia through increased respiration [31], we probed for glutaminolysis and mitochondrial function. The double mutant villi showed increased Glutaminase (GLS) and Tom20 expression (Fig. 4B, C), indicating elevated glutaminolysis and mitochondrial function [32, 33]. Consistent with enhanced oxidative metabolism-associated cytoprotective activity, the antioxidants Prdx3 and Prdx6 and the mitochondrial quality-control protein PINK1 [31, 34, 35] were upregulated (Fig. 4D, S4B). These findings suggest metabolic reprogramming and associated cytoprotective mechanisms in the villus epithelium promote dedifferentiation-driven tumorigenesis near the lumen.

**Fig. 4:**
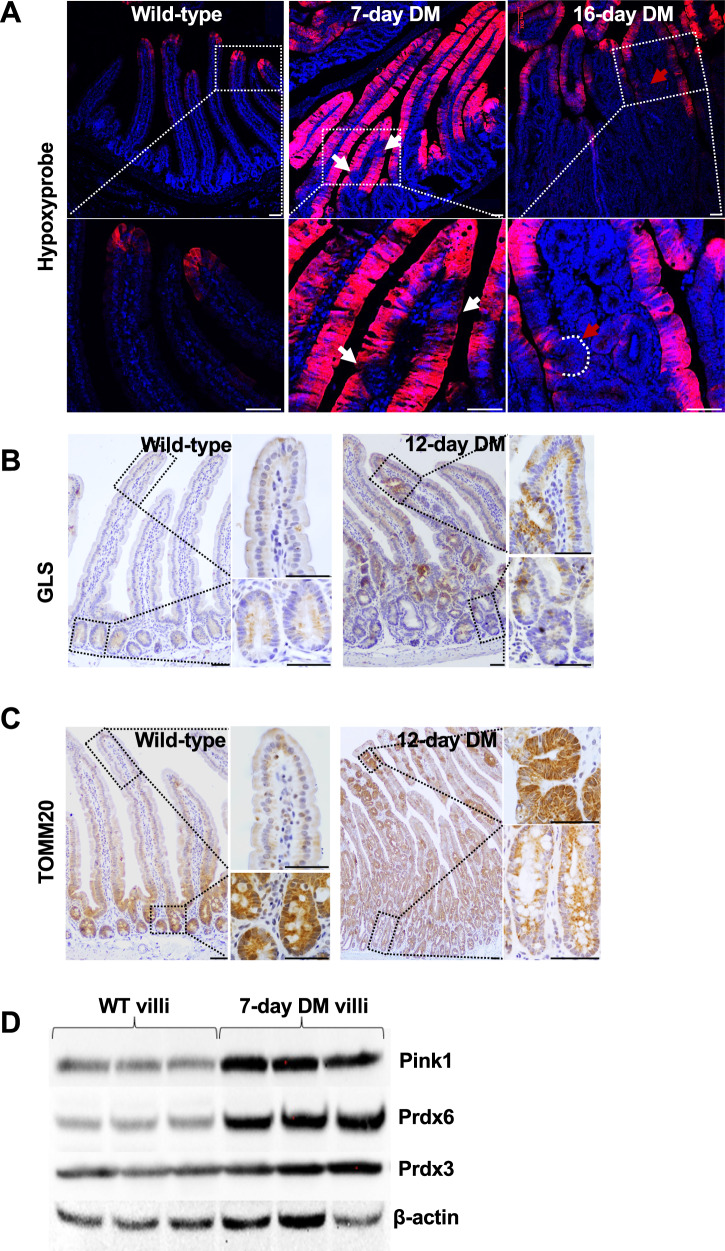
Mutant villi-specific metabolic changes that support tumor growth. **A** Pimonidazole adduct immunostaining showing increased hypoxia in the double mutant villi. White arrows point to the nascent ectopic crypts, and the red arrow to an ectopic crypt. **B** Elevated glutaminase in mutant villi but not the crypts, indicated by GLS immunoreactivity. **C** Increased TOM20 immunoreactivity, indicative of increased mitochondrial biogenesis. **D** Immunoblotting for the glutamine metabolism-associated antioxidants, Prdx3 and Prdx6, and the mitochondrial sentinel, Pink1 in the villi epithelial lysates, with β-actin as the loading control. n = 3 per treatment. Scale bars, 50 μm. DM = tamoxifen injected *Smad4f*^*l/fl;*^ *Ctnnb*^*exon3fl/wt;*^ *Villin*^*Cre*^*ERT2*.

### Aberrant Notch signaling in the double mutant villi precedes ectopic crypt formation

In the normal intestinal epithelium, Notch signaling is confined to the crypts and activated by ligands expressed on adjacent Paneth cells [36]. Because Notch activity is essential for intestinal stem cell maintenance, we examined the Notch intracellular domain (NICD) as a marker of active signaling [37]. As expected, NICD immunoreactivity was observed in the endogenous crypts. Unexpectedly, the double mutant villus epithelium also showed NICD staining within seven days of mutation induction—before ectopic crypt formation (Fig. 5). Immunostaining for the Paneth cell marker lysozyme on adjacent sections revealed Paneth cells in the mutant crypts but not in the mutant villi at this stage. Thus, the presence of NICD in the absence of Paneth cells in the villi indicates aberrant, Paneth cell–independent Notch activation at the onset of dedifferentiation, implicating Notch signaling in promoting stemness in the double mutant villus epithelium.

**Fig. 5:**
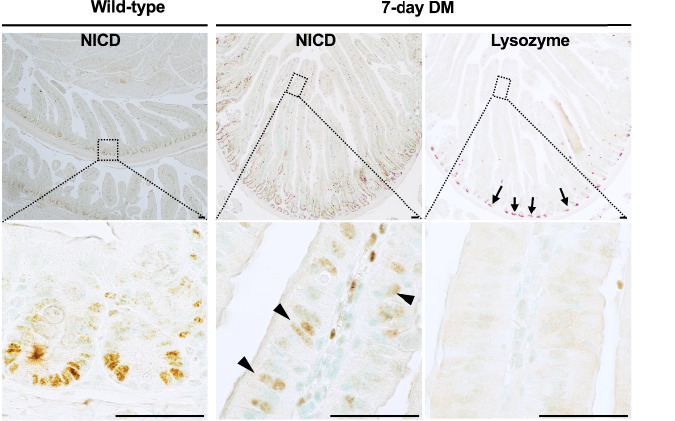
Paneth cell-independent Notch signaling in the mutant villi at the onset of dedifferentiation. Left panel: Notch signaling, indicated by NICD immunoreactivity in the wild-type crypts. The middle and right panels show NICD and Lysozyme immunostaining on adjacent tissue sections of the 7-day double mutant intestine. Notch signaling is apparent in the villi (arrowheads) within seven days of inducing the mutation, but Paneth cells, evidenced by Lysozyme immunoreactivity (arrows), are restricted to the crypts. The boxed regions in the top panel are magnified in the bottom panel. *n* = 3 per treatment. DM = tamoxifen injected *Smad4f*^*l/fl;*^ *Ctnnb*^*exon3fl/wt;*^ *Villin*^*Cre*^*ERT2* mice. Scale bars, 50 μm.

### Dedifferentiation in the double mutant epithelium leads to stem-like cells with distinct transcriptional profiles

Despite pan-epithelial induction of the double mutation, proliferative or stem cell marker expression in the villus epithelium was sporadic. To enrich these populations for single-cell RNA sequencing (scRNA-seq), proliferating cells were genetically labeled with RFP [38], and seven days post-induction, crypt and villus epithelia were dissociated and immunolabeled with GFP-conjugated CD44. RFP⁺ and/or GFP⁺ cells were isolated by FACS and subjected to scRNA-seq (Fig. 6A). Control samples comprised RFP⁺ and/or CD44⁺ crypt cells and an equal number of villus epithelial cells from wild-type mice. Leiden clustering identified 15 populations (10,403 cells) in wild-type, 13 (4143 cells) in mutant villi, and 12 (7860 cells) in mutant crypts (Fig. 6B, S5–S6). Batch integration distinguished the overlapping and non-overlapping transcriptional profiles (Fig. 6C). Based on composite expression of the Lgr5+ stem cell markers [29, 39] *Gkn3*, *Lgr5*, and *CD44* (Stem_score), clusters 5 and 7 were designated stem populations in wild-type, while the mutant villi contained five (c3, c6, c9, c10, c14) and the mutant crypts four (c3, c6, c9, c10) stem clusters, indicating greater stem cell heterogeneity in the mutant epithelium (Fig. 6D, S5A, S6B, C).

**Fig. 6:**
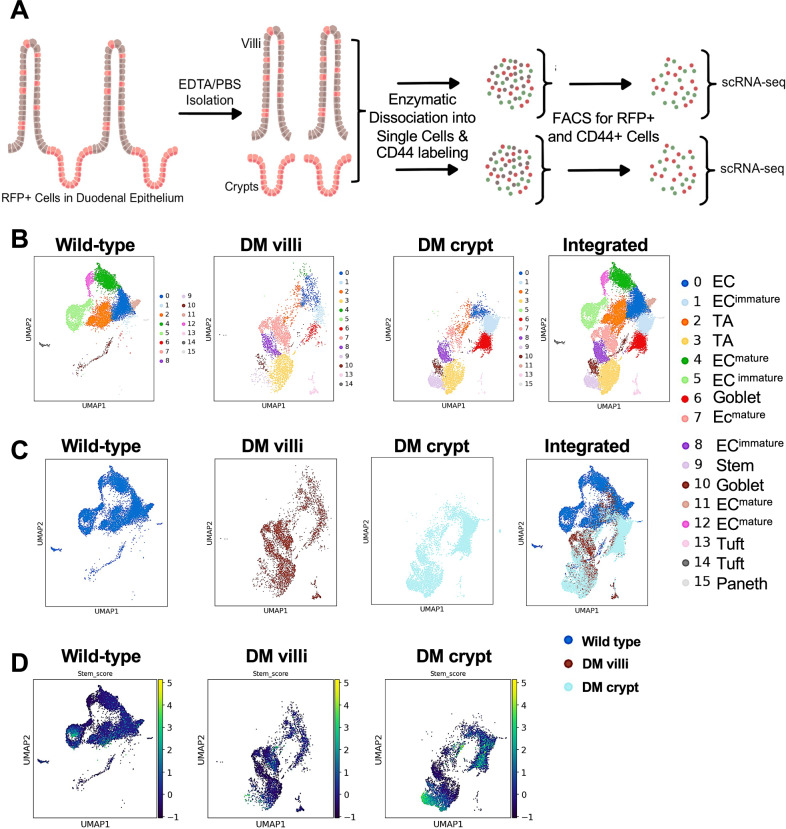
Dedifferentiation in the mutant epithelium leads to stem-like cells with distinct transcriptional profiles. **A** Workflow of sample preparation and processing for scRNA-seq. Leiden clustering (**B**) and batch integration (**C**), revealing populations with shared and distinct transcriptional profiles in the wild-type (crypt and villi) and the dedifferentiating cells in the double mutant (DM) villi and crypt epithelium. **D** Stem cell clusters, indicated by the composite expression levels of the Lgr5^+^ stem cell markers Gkn3, Lgr5, and CD44 (Stem_score) in the three samples. DM = tamoxifen injected *Smad4f*^*l/fl;*^ *Ctnnb*^*exon3fl/wt;*^ *Villin*^*Cre*^*ERT2* mouse.

### The heterogeneity among the stem populations reflects differences in proliferation, metabolic state, and signaling

Stem cell heterogeneity enhances adaptability and growth potential. As the transcriptional profiles of double-mutant stem clusters differed from the wild-type, we compared them to identify features of dedifferentiation-derived stemness. Embryonic stem cell (ESC)-like gene signatures, reported in human cancers [40], were evaluated across double mutant villus stem clusters (c3, c6, c9, c10, c14) relative to wild-type cluster c5 (1866 cells; Fig. S5B). Only cluster c3 showed significant enrichment for the cancer-associated ESC module (Fig. 7A). Consistent with the mESC-like gene signature, the mutant villi epithelium exhibited heterogeneous loss of the intestinal lineage factor Cdx2 (Fig. 7B). Cluster c3 was also enriched for Hallmark E2F, MYC, and MTORC1 signaling, reflecting higher proliferative and metabolic activity in c3 (Fig. 7C). In contrast, clusters c9, c10, and c14 showed enrichment for Hedgehog signaling but not proliferative gene signatures, suggesting survival signaling [41] in these clusters (Fig. 7D). Since c3 was unique to the double mutant epithelium, comparison of villus and crypt c3 populations revealed enrichment for reactive oxygen species and *mTORC1* pathways in the double-mutant villus c3, highlighting metabolic distinctions between the double-mutant villus and crypt epithelial stem populations (Fig. 7E).

**Fig. 7:**
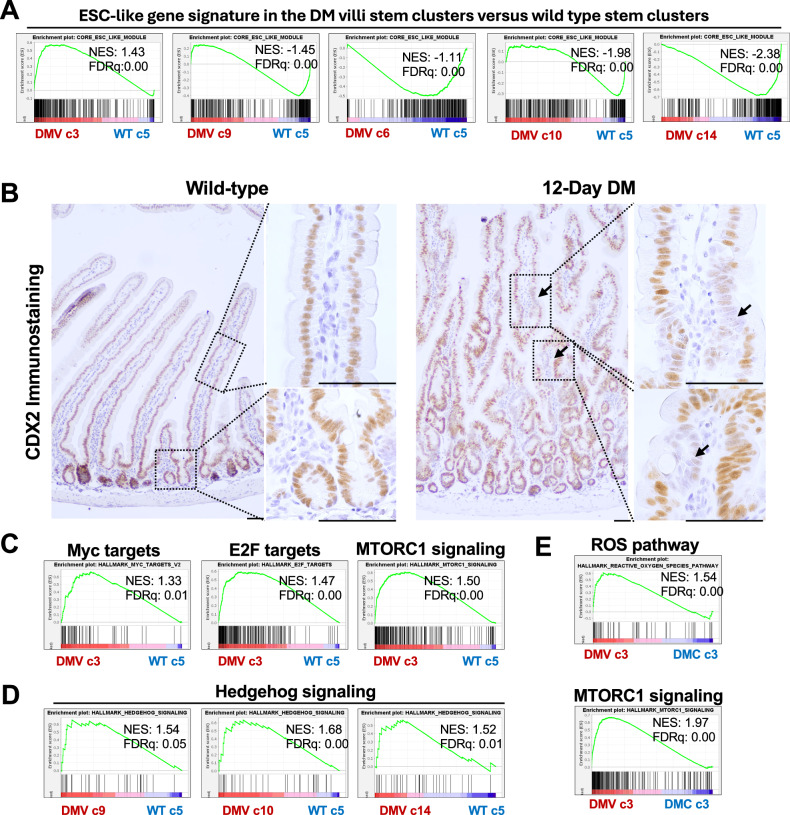
Differential enrichment of proliferative and metabolic gene signatures in the mutant stem populations. **A** GSEA plots showing enrichment of Embryonic Stem Cell (ESC)-like program exclusively in the mutant villi stem cluster 3 (DMV c3) relative to the wild-type stem cluster 5 (WT c5); note negative enrichment of the ESC-like gene signature in the rest of the double mutant villi stem clusters. **B** sporadic loss of Cdx2, in the double mutant, indicative of the loss of the intestinal lineage specification in a subset of the mutant cells (arrows). **C** GSEA plots showing enrichment of the proliferative and metabolic gene signatures in the double mutant villi stem cluster 3 (DMV c3) compared to the wild-type stem cluster 5 (WT c5), and **D** GSEA plots showing the enrichment of the Hedgehog signaling gene signature in mutant villi clusters, c9, c10, and c14 relative to the wild-type stem cluster 5 (WT c5). Differences between the stem cluster 3 of the mutant villi and mutant crypts, evidenced by GSEA plot showing enrichment of the metabolic gene signatures in the double mutant villi stem cluster 3 relative to the double mutant crypt stem cluster 3 (DMV c3 vs DMC c3). NES = normalized enrichment score, FDRq = False discovery rate q-value.

## Discussion

The bottom-up and the top-down are the two models of intestinal tumorigenesis that differentiate the origin of tumors: the former, from mutations incurred in the stem cells, while the latter, owing to dedifferentiation. However, the sporadic colon tumors in human patients display the histological characteristics suggestive of dedifferentiation-driven tumorigenesis: the adenomatous polyps appear to develop from genetically altered cells in the superficial mucosae [42]. Several groups have reported top-down or luminal tumorigenesis in mouse models of intestinal tumorigenesis [12, 15, 43, 44]. However, the implications of dedifferentiation-driven versus bottom-up tumorigenesis are unknown.

Using the Smad4^LOF^:β-catenin^GOF^ mouse model, we demonstrate that dedifferentiation-derived oncogenic stem cells more effectively sustain tumorigenesis. Thus, the dedifferentiation-derived cells appear to have a competitive advantage over endogenous mutant stem cells harboring the same mutation. Given that Smad4^LOF^:β-catenin^GOF^ mutations mimic the effect of two of the most common colon cancer drivers in human patients, our mouse model provides insight into how tumors persist, driven by heterogeneity in proliferative and metabolic states, and distinct transcriptional states that confer the diversity to survive a changing environment.

CD44, a putative colorectal cancer stem cell marker implicated in adenoma initiation [45, 46] was sporadically expressed in the Smad4^LOF^:β-catenin^GOF^ mutant villus epithelium following pan-epithelial induction and before ectopic crypt formation (Fig. 1A), indicating villus-origin adenoma initiation. scRNA-seq further revealed Lgr5 expression in dedifferentiating villus cells (Fig. 6D, S6B), consistent with reports that non-Lgr5 cells can initiate tumors and regenerate Lgr5⁺ stem cells after depletion [8, 45].

Aberrant Notch signaling in the mutant villi indicates its involvement in dedifferentiation and adenoma initiation. Elevated Notch activity is reported in human adenomas and carcinomas [47, 48]. Since Notch signaling in the normal intestine is confined to crypts and activated by Paneth cell ligands, its ectopic activation in villus epithelium (Fig. 5) before crypt formation and independent of Paneth cells suggests a role in triggering adenoma development, consistent with its requirement for generating self-renewing adenoma-initiating cells [49, 50]. However, the source of the Notch-ligand and whether the Notch signaling is ligand-independent in the villi before ectopic crypt formation is unknown. Given that villus cells may express distinct NICD-associated transcription factors, identifying Notch-dependent transcriptional targets specific to tumorigenesis warrants further investigation.

Under normal conditions, stem cells undergo neutral drift dynamics, competing equipotently for niche occupancy to establish monoclonal crypts [28]. In contrast, the altered drift dynamics observed following Lgr5-Cre-driven Smad4^LOF^:β-catenin^GOF^ mutation (Fig. 3) indicate a competitive advantage of wild-type stem cells for niche occupancy. This was unexpected, as Apc loss and heightened Wnt signaling typically promote bottom-up tumorigenesis [11]. The likely cause is mutation-induced disruption of BMP signaling, which normally restrains stem cell proliferation [51]. Because Bmpr1 is expressed in stem cells but absent in their progeny, Smad4 loss is predicted to enhance proliferation, increasing the probability of mutant stem cells being displaced from the niche—an environment rich in EGF, Noggin, and R-spondin required for Lgr5⁺ stem cell maintenance [52]. The growth factor independence of mutant-derived organoids (Fig. S3) supports this notion, suggesting that mutant cells survive without niche signals. In contrast, wild-type cells rely on them and therefore remain niche-resident. Consequently, the highly proliferative, niche-displaced mutant cells are exposed to differentiation cues that promote lineage commitment [53].

The mutation induced metabolic changes in the villi epithelium, consistent with RNA-seq data showing enrichment of gene signature for the unfolded protein response which is known to increases glutamine metabolism [54] (Fig. 4, S4A). 

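A panel of 38 genes of the unfolded protein response stood in for the signature of Fig. S4A in the bulk RNA-seq data of the villi, and 37 of its genes passed the filter. Its normalized enrichment score was 0.677 with an adjusted p of 0.98 (fgsea), and the Reactome set of the same response, with 15 tested genes, had a score of 0.887 (adjusted p = 0.755). Neither set was enriched at the threshold, and the score of the panel was negative when the low-count filter was left out. Within the panel, 13 genes were higher and 9 lower in double mutant villi by edgeR's test (median log2 fold change 0.21). When scaled by library size alone, 18 were higher and 4 lower (median 0.41). *Asns* had the largest rise, from 11.0 ± 4.07 to 27.5 ± 3.96 CPM (SD, n = 3 mice; log2 fold change 1.33, adjusted p = 0.00763, edgeR), and *Trib3* the largest fall, from 26.9 ± 4.10 to 8.58 ± 2.57 CPM (log2 fold change -1.65, adjusted p = 0.00115, edgeR). The panel as a whole took 0.406% ± 0.0251 of the counts in wild-type villi and 0.545% ± 0.0251 in double mutant villi (exact permutation test, two-sided p = 0.1, the smallest possible), every double mutant mouse lying above every wild-type mouse.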

Our data suggest that these alterations in the mutant villi favor tumor growth. Metabolic adaptations are essential for tumor growth to meet the high biosynthetic processes and energy demand in fast-growing cancer cells. Glutaminolysis also increases mitochondrial respiration, which might increase reactive oxygen species. Our data suggest increased mitochondrial function and the accompanying cytoprotective mechanisms in the villi epithelium, implicating metabolic vulnerabilities in top-down tumorigenesis.

Given that top-down tumorigenesis occurs in the context of active β-catenin and the inflammation regulator NFκB [12], it would be interesting to investigate tumor initiation in Azoxymethane (AOM)/Dextran sodium sulfate (DSS) model. In this model, regenerative healing in the presence of AOM-induced DNA damage leads to tumorigenesis [55].

scRNA-seq analysis revealed marked heterogeneity among stem cell populations, reflecting differences in proliferation, signaling, and metabolism. The Smad4^LOF^:β-catenin^GOF^ mutation generated a distinct stem cell cluster (c3) with no transcriptional overlap with wild-type epithelia. Cluster c3 was enriched for cancer-associated, mESC-like gene signatures consistent with heterogeneous loss of the intestinal lineage factor Cdx2 (Fig. 7B). Co-enrichment of proliferative and metabolic pathways in mutant villi cluster 3 indicates active tumor-driving potential. In contrast, clusters 9, 10, and 14 lacked proliferative signatures, suggesting a quiescent state.

Secretory cells can acquire stemness [56, 57]: Hence, we explored the possibility of dedifferentiation in secretory cells. The co-expression of stem and proliferative markers in the tuft cell marker-enriched cluster 14 suggests a plausible contribution of tuft cells to dedifferentiation (Fig. S2A and S3B). As expected, no evidence for Paneth cell contribution to dedifferentiation was observed (Fig. S2A) at the seven-day time point in the mutant villi since Paneth cells are confined to the crypts at this time point. Our findings suggest that metabolic adaptations and dedifferentiation-driven stem cell heterogeneity may enhance adaptability and confer a selective advantage driving top-down tumorigenesis.

## Materials and methods

### Mouse model

Mice were maintained under standard housing conditions with a 12-h light/dark cycle, and all tissue collections were performed around midday to prevent diurnal variations in gene expression. Mice were monitored daily, and the experimental mice euthanized when moribund or before body weight loss exceeded 20% of baseline to minimize animal suffering. To create the Smad4 loss-of-function: β-catenin gain-of-function (Smad4^LOF^:β-catenin^GOF^) conditional mutant model, the Villin-CreERT2 transgene [58] was integrated into *Smad4*^*fl/fl*^ [59] and *Ctnnb*^*exon3*fl/wt^ conditional-mutant mice with a C57BL6-enriched background [60]. 

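In the mm9 annotation, transcript Ctnnb1-001 has 15 exons, and exon 3 spans 120859640 to 120859867 on the plus strand of chromosome 9. The exon is 228 bp long and entirely coding. Its length equals 76 codons, so removing it keeps the reading frame. It encodes residues 5 to 81 of the 781-residue protein, the residues at both ends being shared with the neighbouring exons. The reference residues are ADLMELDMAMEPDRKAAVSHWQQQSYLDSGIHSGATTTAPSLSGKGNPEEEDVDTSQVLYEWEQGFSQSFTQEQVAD. The bulk RNA-seq counts of the villi were made per gene, so they do not separate *Ctnnb1* transcripts with and without this exon.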

Splicing out the floxed (fl) Smad4 allele and the exon 3 of the β-catenin allele is induced *via* tamoxifen injection. To induce the cre-mediated recombination specifically in the stem cells, *Lgr5-EGFP-ires-CreERT2* was integrated into the *Smad4*^fl/fl^:*Ctnnb* ^*exon3*fl/wt^ mouse. Tamoxifen was then administered intraperitoneally to the *Smad4*^fl/fl^:*Ctnnb* ^*exon3*fl/wt^: *Lgr5-EGFP-ires-CreERT2* mice at 0.05 g/kg intraperitoneally for five consecutive days [29].

Two tamoxifen protocols were used based on experimental goals. For pan-epithelial mutation induction, tamoxifen was administered intraperitoneally at 0.05 g/kg for four consecutive days. For long-term mosaic induction, a single intraperitoneal injection of 0.01 g/kg produced palpable tumors within 1–2 months. Uninjected littermates served as wild-type controls. Both sexes were used, with age- and sex-matched replicates across groups between the wild-type and the double mutant comparisons.

### Whole intestinal tissue collection and histological processing

For histology and immunohistochemistry, freshly isolated small intestines were flushed with PBS, opened longitudinally, rolled, and fixed overnight in 4% paraformaldehyde at 4 °C. Tissues were dehydrated, processed in xylene, embedded in paraffin, and sectioned at 5 µm for analysis.

### Isolation of intestinal epithelium

For bulk RNA extraction and scRNA-seq, freshly harvested duodena were flushed with PBS, opened, and cut into ~1 cm pieces. Epithelia were separated from mesenchyme by chelation in 5 mM EDTA/PBS for 20 min at 4 °C with rotation, followed by vigorous shaking. Villi were collected on a 70 µm filter, washed with ice-cold PBS, and pelleted at 200 rcf for 2 min at 4 °C. Crypts, obtained from the flow-through, were similarly washed and pelleted.

### Single-cell isolation

The villi and/or crypts collected as above were digested in 2 ml dispase containing 200 µl DNase at 37 °C for 30 min with rotation. The suspension was shaken to release single cells, filtered through a 40 µm strainer, and pelleted at 300 rcf for 5 min at 4 °C. Single-cell processing followed according to downstream applications.

### Immunostaining protocols

Immunohistochemistry was performed on 5 µm paraffin sections as described previously [14]. Primary antibodies against Smad4, CD44, EphB2, Glutaminase, TOM20, NICD, Lysozyme, and Cdx2 were used at dilutions listed in Table ST2. Hemoxylin or methyl green served as nuclear counterstains. Fluorophore-conjugated secondary antibodies were applied for immunofluorescent staining, and nuclei were counterstained with DAPI.

### Hypoxia detection

To visualize tissue hypoxia, mice were injected with Pimonidazole (0.1 mg/g body weight) one hour before sacrifice. The tissues were paraffin-embedded, and sections were processed for fluorescent immunohistochemistry to detect Pimonidazole adducts.

### Image acquisition and processing

Brightfield images were captured using a Nikon Eclipse Ci-L microscope with a DS-Fi3 camera. Fluorescent images were acquired on a Zeiss LSM 880 confocal microscope under consistent laser and imaging settings. Brightness and contrast adjustments, when applied, were uniformly implemented across comparable samples.

### Western blotting

The isolated villi epithelium was lysed in RIPA buffer (20 mM HEPES, 150 mM NaCl, one mM EGTA, 1% Triton X-100, 1 mM EDTA) supplemented with protease inhibitors (1× PI, 20 mM NaF, 1 mM Na₃VO₃, 1 mM PMSF). Lysates were rotated for 30 min at 4 °C and centrifuged at 21,130 rcf for 15 min to obtain soluble protein. Protein concentration was measured by BCA assay, and antibodies with corresponding dilutions are listed in Table ST3.

### Organoid culture

Organoids were established from villi and crypts of double mutant (DM) mice, with wild-type crypt organoids as controls. Villi-derived organoids were generated as described previously [61]. For crypt-derived organoids, freshly isolated duodena were flushed, opened, cut into ~1 cm pieces, and incubated in 3 mM EDTA/PBS for 50 min at 4 °C with rotation. Crypts were released by shaking, filtered through a 70 µm strainer, washed, and pelleted at 200 rcf for 2 min at 4 °C. Crypts were embedded in Matrigel (10 crypts/µl) and cultured in either complete medium or medium lacking EGF, Noggin, and R-spondin. Reagents used are listed in Table ST5.

### Bulk RNA sequencing

For bulk RNA sequencing, villus epithelium was collected and processed for RNA extraction using TRIzol. Library preparation, sequencing, and quality control were performed by Novogene (Sacramento, CA). Samples with RIN > 4 were used for library construction and sequenced on an Illumina NovaSeq platform to generate 150 bp paired-end reads. Clean reads were processed using Novogene’s in-house Pearl pipeline, aligned to the *mm9* genome with HISAT2 v2.0.5, and quantified using featureCounts v1.5.0-p3.

### Single-cell RNA sequencing

Single cells prepared as described were washed in 0.1% BSA/PBS and processed with the Miltenyi Biotec Dead Cell Removal Kit. Live cells were pelleted, washed in 0.5% BSA/PBS, and stained with CD44-FITC (1:20) on ice for 20 min, followed by DAPI (1:25,000) counterstaining. RFP⁺ proliferating and CD44⁺ stem-like cells were isolated by FACS and submitted for scRNA-seq at the Rutgers Genomics Center and the Molecular and Genomics Informatics Core, NJMS. Single-cell capture used the 10x Genomics 3’v3 platform, sequenced on the Illumina NovaSeq 6000. Barcode deconvolution and alignment were performed using Cell Ranger v6.0.1.

### Bioinformatics

#### Bulk RNA-Seq analysis

Differential expression analysis was conducted in R (v4.3.1) using DESeq2 (v1.40.2) [62, 63]. Genes with adjusted *p* < 0.05 (Benjamini–Hochberg correction) [64] were deemed significant. A log₂ fold change value of 2 was used to acquire differentially expressed genes. Normalized counts from DESeq2 (‘counts(dds, normalized=TRUE)‘) were used for Gene Set Enrichment Analysis (GSEA) via the Broad Institute GSEA-P application (v4.3.2) [65]. Mouse Ensembl IDs were mapped to human orthologs (MSigDB v2023.1.Hs), with 10,000 gene set permutations and default size 500 genes. Gene sets with FDR *q* < 0.05 were considered significantly enriched. Gene filters 15–sets were sourced from the Molecular Signatures Database (MSigDB) [22].

#### Single-cell RNA-Seq data analysis

Single-cell analyses were performed in Python using Scanpy (v1.11.1) [66]. The epithelial cell types were annotated based on curated canonical marker gene sets, and gene set scores were computed with score_genes. Scores were visualized on UMAPs and summarized by dot plots. Differential expression between clusters was determined using the Wilcoxon rank-sum test with Benjamini–Hochberg correction (*adj. p* < 0.05). Pre-ranked GSEA based on Wilcoxon statistics was conducted using MSigDB and custom literature-derived gene sets.

All materials used in this study are summarized in the supplementary tables.

## Supplementary information

Legends for supplementary figures

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

## Data Availability

Bulk RNA-seq data [GSE263192] and single-cell RNA-seq data from the double mutant epithelium [GSE288393] and wild-type epithelium [GSE288394] have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus.

## References

[1] Siegel RL, Wagle NS, Cercek A, Smith RA, Jemal A. Colorectal cancer statistics, 2023. CA Cancer J Clin. 2023;73:233–54.36856579 10.3322/caac.21772

[2] Ahmad R, Singh JK, Wunnava A, Al-Obeed O, Abdulla M, Srivastava SK. Emerging trends in colorectal cancer: dysregulated signaling pathways (review). Int J Mol Med. 2021;47:14.33655327 10.3892/ijmm.2021.4847PMC7834960

[3] Hervieu C, Christou N, Battu S, Mathonnet M. The role of cancer stem cells in colorectal cancer: from the basics to novel clinical trials. Cancers. 2021;13:1092.33806312 10.3390/cancers13051092PMC7961892

[4] Werner B, Scott JG, Sottoriva A, Anderson ARA, Traulsen A, Altrock PM. The cancer stem cell fraction in hierarchically organized tumors can be estimated using mathematical modeling and patient-specific treatment trajectories. Cancer Res. 2016;76:1705–13.26833122 10.1158/0008-5472.CAN-15-2069PMC4900896

[5] Tetteh PW, Basak O, Farin HF, Wiebrands K, Kretzschmar K, Begthel H, et al. Replacement of lost Lgr5-positive stem cells through plasticity of their enterocyte-lineage daughters. Cell Stem Cell. 2016;18:203–13.26831517 10.1016/j.stem.2016.01.001

[6] Meyer AR, Brown ME, McGrath PS, Dempsey PJ. Injury-induced cellular plasticity drives intestinal regeneration. Cell Mol Gastroenterol Hepatol. 2022;13:843–56.34915204 10.1016/j.jcmgh.2021.12.005PMC8803615

[7] Snippert HJ, Schepers AG, van Es JH, Simons BD, Clevers H. Biased competition between Lgr5 intestinal stem cells driven by oncogenic mutation induces clonal expansion. EMBO Rep. 2014;15:62–9.24355609 10.1002/embr.201337799PMC3983678

[8] de Sousa e Melo F, Kurtova AV, Harnoss JM, Kljavin N, Hoeck JD, Hung J, et al. A distinct role for Lgr5+ stem cells in primary and metastatic colon cancer. Nature. 2017;543:676–80.28358093 10.1038/nature21713

[9] Brown MA, Ried T. Shifting the focus of signaling abnormalities in colon cancer. Cancers. 2022;14:784 .35159051 10.3390/cancers14030784PMC8834070

[10] Carethers JM. Intersection of transforming growth factor-beta and Wnt signaling pathways in colorectal cancer and metastasis. Gastroenterology. 2009;137:33–6.19482104 10.1053/j.gastro.2009.05.011PMC3417342

[11] Barker N, Ridgway RA, van Es JH, van de Wetering M, Begthel H, van den Born M, et al. Crypt stem cells as the cells-of-origin of intestinal cancer. Nature. 2009;457:608–11.19092804 10.1038/nature07602

[12] Schwitalla S, Fingerle AA, Cammareri P, Nebelsiek T, Göktuna SI, Ziegler PK, et al. Intestinal tumorigenesis initiated by dedifferentiation and acquisition of stem-cell-like properties. Cell. 2013;152:25–38.23273993 10.1016/j.cell.2012.12.012

[13] Davis H, Irshad S, Bansal M, Rafferty H, Boitsova T, Bardella C, et al. Aberrant epithelial GREM1 expression initiates colonic tumorigenesis from cells outside the stem cell niche. Nat Med. 2015;21:62–70.25419707 10.1038/nm.3750PMC4594755

[14] Perekatt AO, Shah PP, Cheung S, Jariwala N, Wu A, Gandhi V, et al. SMAD4 suppresses WNT-driven dedifferentiation and oncogenesis in the differentiated gut epithelium. Cancer Res. 2018;78:4878–90.29986996 10.1158/0008-5472.CAN-18-0043PMC6125228

[15] Shih IM, Wang TL, Traverso G, Romans K, Hamilton SR, Ben-Sasson S, et al. Top-down morphogenesis of colorectal tumors. Proc Natl Acad Sci USA 2001;98:2640–5.11226292 10.1073/pnas.051629398PMC30191

[16] Ramadan R, van Driel MS, Vermeulen L, van Neerven SM. Intestinal stem cell dynamics in homeostasis and cancer. Trends Cancer. 2022;8:416–25.35153158 10.1016/j.trecan.2022.01.011

[17] Loh JJ, Ma S. Hallmarks of cancer stemness. Cell Stem Cell. 2024;31:617–39.38701757 10.1016/j.stem.2024.04.004

[18] Zhang H, Cui Z, Pan T, Hu H, He R, Yi M, et al. RNF186/EPHB2 axis is essential in regulating TNF signaling for colorectal tumorigenesis in colorectal epithelial cells. J Immunol Author Choice. 2022;209:1796–805.10.4049/jimmunol.2200229PMC955379136130827

[19] Du L, Wang H, He L, Zhang J, Ni B, Wang X, et al. CD44 is of functional importance for colorectal cancer stem cells. Clin Cancer Res. 2008;14:6751–60.18980968 10.1158/1078-0432.CCR-08-1034

[20] Zhu L, Gibson P, Currle DS, Tong Y, Richardson RJ, Bayazitov IT, et al. Prominin1 marks intestinal stem cells that are susceptible to neoplastic transformation. Nature. 2009;457:603–7.19092805 10.1038/nature07589PMC2633030

[21] Yu Y, Walia V, Elble RC. Loss of CLCA4 promotes epithelial-to-mesenchymal transition in breast cancer cells. PLoS ONE. 2013;8:e83943 .24386311 10.1371/journal.pone.0083943PMC3873418

[22] Liberzon A, Birger C, Thorvaldsdóttir H, Ghandi M, Mesirov JP, Tamayo P. The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst. 2015;1:417–25.26771021 10.1016/j.cels.2015.12.004PMC4707969

[23] Bala P, Rennhack JP, Aitymbayev D, Morris C, Moyer SM, Duronio GN, et al. Aberrant cell state plasticity mediated by developmental reprogramming precedes colorectal cancer initiation. Sci Adv. 9:eadf0927.10.1126/sciadv.adf0927PMC1005831136989360

[24] Sullivan DK, Deutzmann A, Yarbrough J, Krishnan MS, Gouw AM, Bellovin DI, et al. MYC oncogene elicits tumorigenesis associated with embryonic, ribosomal biogenesis, and tissue-lineage dedifferentiation gene expression changes. Oncogene. 2022;41:4960–70.36207533 10.1038/s41388-022-02458-9PMC10257951

[25] Sangwan M, McCurdy SR, Livne-bar I, Ahmad M, Wrana JL, Chen D, et al. Established and new mouse models reveal E2f1 and Cdk2 dependency of retinoblastoma and expose strategies to block tumor initiation. Oncogene. 2012;31:5019–28.22286767 10.1038/onc.2011.654PMC4977187

[26] Chen HZ, Tsai SY, Leone G. Emerging roles of E2Fs in cancer: an exit from cell cycle control. Nat Rev Cancer. 2009;9:785–97.19851314 10.1038/nrc2696PMC3616489

[27] Lopez-Garcia C, Klein AM, Simons BD, Winton DJ. Intestinal stem cell replacement follows a pattern of neutral drift. Science. 2010;330:822–5.20929733 10.1126/science.1196236

[28] Snippert HJ, Flier LG van der, Sato T, Es JH van, Born M van den, Kroon-Veenboer C, et al. Intestinal crypt homeostasis results from neutral competition between symmetrically dividing Lgr5 stem cells. Cell. 2010;143:134–44.20887898 10.1016/j.cell.2010.09.016

[29] Barker N, van Es JH, Kuipers J, Kujala P, van den Born M, Cozijnsen M, et al. Identification of stem cells in small intestine and colon by marker gene Lgr5. Nature. 2007;449:1003–7.17934449 10.1038/nature06196

[30] Zheng L, Kelly CJ, Colgan SP. Physiologic hypoxia and oxygen homeostasis in the healthy intestine. a review in the theme: cellular responses to hypoxia. Am J Physiol - Cell Physiol. 2015;309:C350–60.26179603 10.1152/ajpcell.00191.2015PMC4572369

[31] Park SJ, Yoo HC, Ahn E, Luo E, Kim Y, Sung Y, et al. Enhanced glutaminolysis drives hypoxia-induced chemoresistance in pancreatic cancer. Cancer Res. 2023;83:735–52.36594876 10.1158/0008-5472.CAN-22-2045

[32] Yamamoto H, Itoh N, Kawano S, Yatsukawa Yichi, Momose T, Makio T, et al. Dual role of the receptor Tom20 in specificity and efficiency of protein import into mitochondria. Proc Natl Acad Sci USA 2011;108:91–6.21173275 10.1073/pnas.1014918108PMC3017135

[33] Matés JM, Segura JA, Martín-Rufián M, Campos-Sandoval JA, Alonso FJ, Márquez J. Glutaminase isoenzymes as key regulators in metabolic and oxidative stress against cancer. Curr Mol Med. 2013;13:514–34.22934847 10.2174/1566524011313040005

[34] Zhu Y, Lin G, Dai Z, Zhou T, Li T, Yuan T, et al. L-Glutamine deprivation induces autophagy and alters the mTOR and MAPK signaling pathways in porcine intestinal epithelial cells. Amino Acids. 2015;47:2185–97.24997162 10.1007/s00726-014-1785-0

[35] Song IS, Jeong YJ, Jung Y, Park YH, Shim S, Kim SJ, et al. The sulfiredoxin-peroxiredoxin redox system regulates the stemness and survival of colon cancer stem cells. Redox Biol. 2021;48:102190.34798428 10.1016/j.redox.2021.102190PMC8605387

[36] Demitrack ES, Samuelson LC. Notch regulation of gastrointestinal stem cells. J Physiol. 2016;594:4791–803.26848053 10.1113/JP271667PMC5009795

[37] Carulli AJ, Keeley TM, Demitrack ES, Chung J, Maillard I, Samuelson LC. Notch receptor regulation of intestinal stem cell homeostasis and crypt regeneration. Dev Biol. 2015;402:98–108.25835502 10.1016/j.ydbio.2015.03.012PMC4433599

[38] Basak O, van de Born M, Korving J, Beumer J, van der Elst S, van Es JH, et al. Mapping early fate determination in Lgr5+ crypt stem cells using a novel Ki67-RFP allele. EMBO J. 2014;33:2057–68.25092767 10.15252/embj.201488017PMC4195772

[39] Haber AL, Biton M, Rogel N, Herbst RH, Shekhar K, Smillie C, et al. A single-cell survey of the small intestinal epithelium. Nature. 2017;551:333–9.29144463 10.1038/nature24489PMC6022292

[40] Wong DJ, Liu H, Ridky TW, Cassarino D, Segal E, Chang HY. Module map of stem cell genes guides creation of epithelial cancer stem cells. Cell Stem Cell. 2008;2:333–44.18397753 10.1016/j.stem.2008.02.009PMC2628721

[41] Regan JL, Schumacher D, Staudte S, Steffen A, Haybaeck J, Keilholz U, et al. Non-canonical Hedgehog signaling is a positive regulator of the WNT pathway and is required for the survival of colon cancer stem cells. Cell Rep. 2017;21:2813–28.29212028 10.1016/j.celrep.2017.11.025

[42] Cho CJ, Brown JW, Mills JC. Origins of cancer: ain’t it just mature cells misbehaving? EMBO J. 2024;43:2530–51.38773319 10.1038/s44318-024-00099-0PMC11217308

[43] Verhagen MP, Joosten R, Schmitt M, Välimäki N, Sacchetti A, Rajamäki K, et al. Non-stem cell lineages as an alternative origin of intestinal tumorigenesis in the context of inflammation. Nat Genet. 2024;56:1456–67.38902475 10.1038/s41588-024-01801-yPMC11250264

[44] Chen B, Scurrah CR, McKinley ET, Simmons AJ, Ramirez-Solano MA, Zhu X, et al. Differential pre-malignant programs and microenvironment chart distinct paths to malignancy in human colorectal polyps. Cell. 2021;184:6262–80.e26.34910928 10.1016/j.cell.2021.11.031PMC8941949

[45] Zeilstra J, Joosten SPJ, Dokter M, Verwiel E, Spaargaren M, Pals ST. Deletion of the WNT target and cancer stem cell marker CD44 in Apc(Min/+) mice attenuates intestinal tumorigenesis. Cancer Res. 2008;68:3655–61.18483247 10.1158/0008-5472.CAN-07-2940

[46] Dalerba P, Dylla SJ, Park IK, Liu R, Wang X, Cho RW, et al. Phenotypic characterization of human colorectal cancer stem cells. Proc Natl Acad Sci USA 2007;104:10158–63.17548814 10.1073/pnas.0703478104PMC1891215

[47] Siebel C, Lendahl U. Notch signaling in development, tissue homeostasis, and disease. Physiol Rev. 2017;97:1235–94.28794168 10.1152/physrev.00005.2017

[48] Shaik JP, Alanazi IO, Pathan AAK, Parine NR, Almadi MA, Azzam NA, et al. Frequent activation of notch signaling pathway in colorectal cancers and its implication in patient survival outcome. J Oncol. 2020;2020:6768942.32211044 10.1155/2020/6768942PMC7085396

[49] Kadur Lakshminarasimha Murthy P, Srinivasan T, Bochter MS, Xi R, Varanko AK, Tung KL, et al. Radical and lunatic fringes modulate notch ligands to support mammalian intestinal homeostasis. eLife. 2018;7:e35710.29629872 10.7554/eLife.35710PMC5896954

[50] Sikandar SS, Pate KT, Anderson S, Dizon D, Edwards RA, Waterman ML, et al. NOTCH signaling is required for formation and self-renewal of tumor-initiating cells and for repression of secretory cell differentiation in colon cancer. Cancer Res. 2010;70:1469–78.20145124 10.1158/0008-5472.CAN-09-2557PMC4010106

[51] He XC, Zhang J, Tong WG, Tawfik O, Ross J, Scoville DH, et al. BMP signaling inhibits intestinal stem cell self-renewal through suppression of Wnt-beta-catenin signaling. Nat Genet. 2004;36:1117–21.15378062 10.1038/ng1430

[52] Corominas-Murtra B, Scheele CLGJ, Kishi K, Ellenbroek SIJ, Simons BD, van Rheenen J, et al. Stem cell lineage survival as a noisy competition for niche access. Proc Natl Acad Sci USA 2020;117:16969–75.32611816 10.1073/pnas.1921205117PMC7382312

[53] Carulli AJ, Samuelson LC, Schnell S. Unraveling intestinal stem cell behavior with models of crypt dynamics. Integr Biol Quant Biosci Nano Macro. 2014;6:243–57.10.1039/c3ib40163dPMC400749124480852

[54] Jeon YJ, Khelifa S, Ratnikov B, Scott DA, Feng Y, Parisi F, et al. Regulation of glutamine carrier proteins by RNF5 determines breast cancer response to ER stress-inducing chemotherapies. Cancer Cell. 2015;27:354–69.10.1016/j.ccell.2015.02.006PMC435690325759021

[55] Noah TK, Lo YH, Price A, Chen G, King E, Washington MK, et al. SPDEF functions as a colorectal tumor suppressor by inhibiting β-catenin activity. Gastroenterology. 2013;144:1012–23.e6.23376423 10.1053/j.gastro.2013.01.043PMC3738069

[56] Schmitt M, Schewe M, Sacchetti A, Feijtel D, van de Geer WS, Teeuwssen M, et al. Paneth cells respond to inflammation and contribute to tissue regeneration by acquiring stem-like features through SCF/c-Kit signaling. Cell Rep. 2018;24:2312–28.e7.30157426 10.1016/j.celrep.2018.07.085

[57] Huang L, Bernink JH, Giladi A, Krueger D, van Son GJF, Geurts MH, et al. Tuft cells act as regenerative stem cells in the human intestine. Nature. 2024;634:929–35.39358509 10.1038/s41586-024-07952-6PMC11499303

[58] El Marjou F, Janssen KP, Hung-Junn Chang B, Li M, Hindie V, Chan L, et al. Tissue-specific and inducible Cre-mediated recombination in the gut epithelium. genesis. 2004;39:186–93.15282745 10.1002/gene.20042

[59] Yang X, Li C, Herrera PL, Deng CX. Generation of Smad4/Dpc4 conditional knockout mice. genesis. 2002;32:80–1.11857783 10.1002/gene.10029

[60] Harada N, Tamai Y, Ishikawa T, Sauer B, Takaku K, Oshima M, et al. Intestinal polyposis in mice with a dominant stable mutation of the beta-catenin gene. EMBO J. 1999;18:5931–42.10545105 10.1093/emboj/18.21.5931PMC1171659

[61] Li C, Shah J, Wrath K, Matouba D, Mills C, Punnath K, et al. 3D Culturing of Organoids from the Intestinal Villi Epithelium Undergoing Dedifferentiation. J Vis Exp. 2021;170. 10.3791/61809.10.3791/61809PMC1186912033871463

[62] Team RR: A language and environment for statistical computing. MSOR Connect [Internet]. 2014 [cited 2025 Mar 12]; Available from: https://www.semanticscholar.org/paper/R%3A-A-language-and-environment-for-statistical-Team/659408b243cec55de8d0a3bc51b81173007aa89b.

[63] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15:550.25516281 10.1186/s13059-014-0550-8PMC4302049

[64] Benjamini Y, Hochberg Y. Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Ser B Methodol. 1995;57:289–300.

[65] Subramanian A, Kuehn H, Gould J, Tamayo P, Mesirov JP. GSEA-P: a desktop application for gene set enrichment analysis. Bioinforma Oxf Engl. 2007;23:3251–3.10.1093/bioinformatics/btm36917644558

[66] Wolf FA, Angerer P, Theis FJ. SCANPY: large-scale single-cell gene expression data analysis. Genome Biol. 2018;19:15.29409532 10.1186/s13059-017-1382-0PMC5802054

# Supplementary material for: Dedifferentiation-driven oncogenic stemness promotes tumor-sustaining adaptability in the intestinal epithelium
**Source:** Cell Death Dis. 2026 Apr 17;17(1):514. doi: 10.1038/s41419-026-08669-2
**Supplement:** Supplementary file 1 — Legends for supplementary figures

**Supplementary figure legend**

**Figure S1. Differential expression of genes in the double mutant villi epithelium (DMV) from the wild-type villi (WTV) epithelium. A,** Bar graph showing the number of differentially expressed genes (DEGs). A total of 2,435 DEGs were detected in the mutant villi epithelium, with 960 being upregulated and 1,475 genes downregulated (left). Unsupervised hierarchical clustering heatmap of the DEGs showing clear segregation of the samples by group (right). B, Heatmap showing differential expression of the transcriptional targets Smad4 and β-catenin and key Lgr5+ stem and lineage markers of the intestinal epithelium.

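Over the 13346 genes tested by edgeR, 4905 had an adjusted p under 0.05, of which 2632 were higher and 2273 lower in double mutant villi. With the log2 fold change threshold of 2 given in the methods, 406 genes were higher and 302 lower. The fold threshold moved these counts most, and at 1 in place of 2 they were 1454 higher and 832 lower genes. At the threshold of 2, DESeq2's Wald test gave 457 higher and 398 lower genes. With each mouse left out in turn, the number of genes with an adjusted p under 0.05 lay between 3442 and 5144. For 6988 genes (52.4%), all 3 double mutant mice lay on the same side of all 3 wild-type mice, where chance gives 10%. Outside the genes labelled in Fig. 2A, *Slc38a1* had the smallest adjusted p among the higher genes, with 25.0 ± 4.82 CPM in wild-type and 328 ± 44.1 CPM in double mutant villi (SD, n = 3 mice; log2 fold change 3.72, adjusted p = 1.38e-05, edgeR), followed by *Oat*, *Mboat2*, *Rps12* and *Tgif1*. Among the lower genes, *Nt5e* and *4933404O12Rik* shared the smallest adjusted p, 7.06e-06 (edgeR), followed by *Rab11fip4*, *Rasgef1b* and *Dclk1*. *Nt5e* fell from 129 ± 18.2 to 1.65 ± 0.570 CPM, a log2 fold change of -6.29. Also outside Fig. 2A, the largest rises among genes with at least 50 counts in every double mutant mouse were those of *Penk*, which was at least 83.8-fold higher, and of *Pla2g5*, with a log2 fold change of 6.34 (standard error 0.519, adjusted p = 0.000345, edgeR). Among the lower genes with at least 50 counts in every wild-type mouse, *Oas1e* was at least 128-fold lower and *Cyp2c29* had a log2 fold change of -7.70 (adjusted p = 0.0307, edgeR). Both wild-type means rest largely on wild-type mouse 1, and so does the 128-fold bound. This mouse had 43.24 CPM of *Oas1e*, against 5.549 and 5.307 CPM in wild-type mice 2 and 3. For *Cyp2c29* it had 241.4 CPM, against 28.4 and 16.38 CPM. With a mouse left out, the log2 fold change of *Cyp2c29* ran from -8.20 to -5.60. The adjusted p of both genes was under 0.05 in only 3 of the 6 fits that left out a mouse.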

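Without selecting genes by their difference, log2 CPM of all tested genes also separated the libraries by group. The first principal component carried 65.2% of the variance and the second 18.1%. On the first component, the wild-type mice lay at -75.75, -50.21 and -44.33 and the double mutant mice at 53.16, 63.0 and 54.12. On the second, wild-type mouse 1 lay at 54.97, while wild-type mice 2 and 3 lay at -35.18 and -34.54. Pearson's r across genes was 0.957 to 0.984 between wild-type mice, 0.980 to 0.982 between double mutant mice and 0.898 to 0.933 between the groups. Average-linkage clustering on 1 minus r put the 3 wild-type mice in one of 2 clusters and the 3 double mutant mice in the other, as it did with the 500 most variable genes. The share of the first component moved most when wild-type mouse 1 was left out, to 73.0%.

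**Figure D3:**
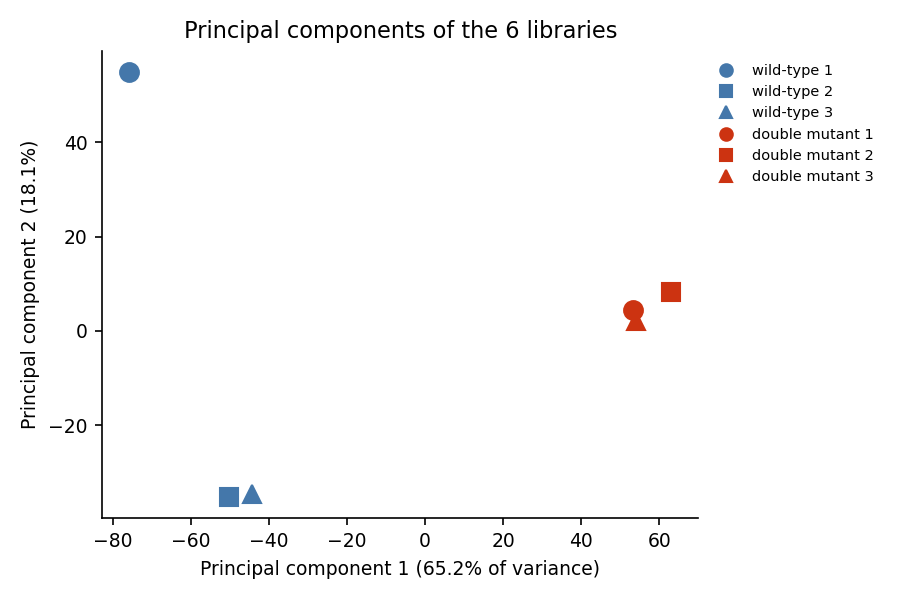
First and second principal component of log2 CPM over all tested genes, 1 point per library. The groups separate on the first axis, and wild-type mouse 1 lies apart from the other wild-type mice on the second, at 54.97.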

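The differentiated lineages changed unequally in the double mutant villi. Of 20 enterocyte markers, 16 were lower and 1, *Fabp1*, was higher by edgeR's test, with a normalized enrichment score of -2.52 for the panel (adjusted p = 0.00174, fgsea). The call of *Fabp1* held in 2 of the 6 fits that left out a mouse. The panel took 7.26% ± 0.318 of the counts in wild-type and 4.53% ± 0.0669 in double mutant villi (SD, n = 3 mice). *Krt20* fell from 2825 ± 69.1 to 1437 ± 167 CPM (log2 fold change -0.97, adjusted p = 0.000806, edgeR). All 8 tested tuft cell markers and 7 of 8 tested enteroendocrine markers were lower. The tuft markers fell from 0.0158% ± 0.00277 to 0.00165% ± 0.000165 of the counts, and the enteroendocrine markers from 0.0266% ± 0.00547 to 0.0114% ± 0.000508. The stem cell markers rose from 0.0226% ± 0.00838 to 0.0771% ± 0.0101. For each of these 4 panels the mice of the groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest possible). None of the 8 goblet and 6 Paneth markers tested had an adjusted p under 0.05 (0 goblet and 0 Paneth markers at an unadjusted p under 0.05). Their shares overlapped between the groups, because wild-type mouse 1 had 0.0129% of its counts on the goblet markers while wild-type mice 2 and 3 had 1.46% and 1.43%, against 0.525% to 0.596% in the double mutant mice. When wild-type mouse 1 was left out, 6 of the 8 goblet markers were lower.

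**Figure D4:**
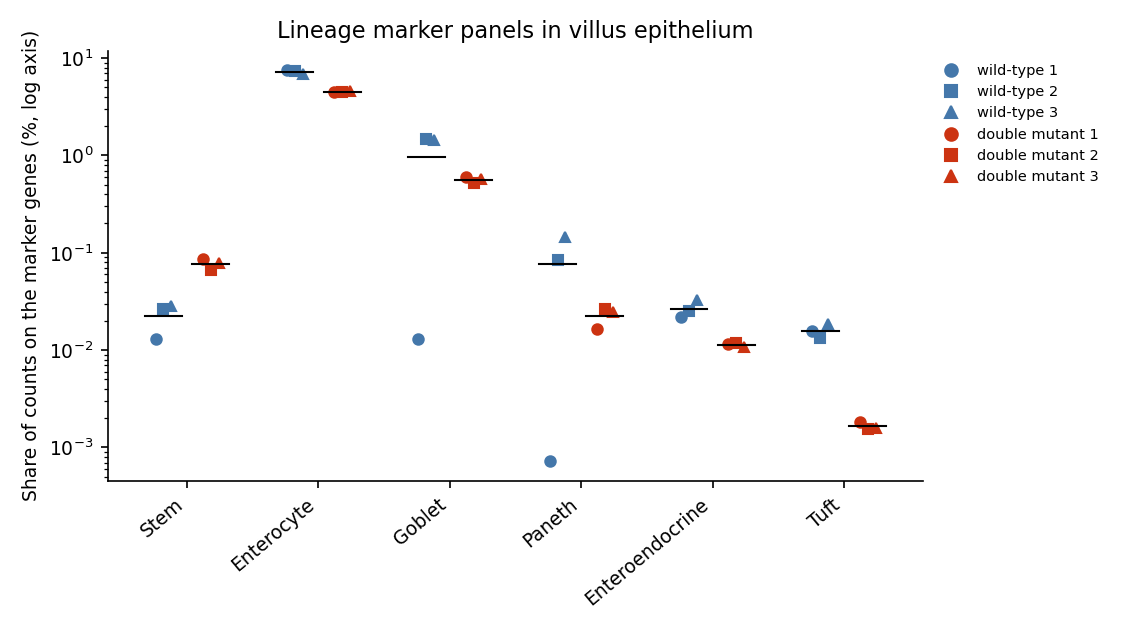
Share of each mouse's counts on the marker genes of 6 lineages (%, log axis); black lines are group means. The tuft panel fell from 0.0158% to 0.00165%, and wild-type mouse 1 lies far below the other wild-type mice for the goblet and Paneth panels.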

**Figure S2: Heatmap from GSEA** showing positive enrichment of the signatures of cellular plasticity and growth and in the double mutant villi (DMV) versus wild-type villi (WTV). n =6 (3 replicates per treatment).

**Figure S3. Organoids from the double mutant villi epithelium can grow in the combined absence of Epidermal Growth Factor (E), R-spondin (R), and Noggin (N).** Wild-type crypt epithelium (WT), double-mutant crypt epithelium (CD), or the double-mutant villi (VD) were plated in the presence or the combined absence of the three growth factors (ENR). Unlike the wild-type, which showed no organoids without the ENR, the crypt and villi-derived organoids from the mutant mouse showed growth factor independence seven days after plating.

**Figure S4: Metabolic alterations:** A, Heatmap and GSEA plot showing positive enrichment of the gene signatures in the double mutant villi (DMV) versus wild-type villi (WTV). n = 6 (3 replicates per treatment). B, Densitometry analysis on western blotting: Data were first normalized to the lowest β-actin value, and target protein levels were then normalized to their respective β-actin controls.

**Figure S5. Batch integration analysis:** **A**, dot plot of various intestinal lineage markers expressed in the various clusters from each sample; blue arrows point to the clusters most enriched for Lgr5+ stem cell marker genes. The horizontal boxed region points to the Lgr5^+^ marker gene expression. The size of each dot corresponds to the fraction of cells within a cluster expressing the indicated gene, while the color intensity represents the average expression level, and **B,** the relative number of cells in the various clusters of the three samples. control_adata = wild-type epithelium, v_adata = mutant villi, c_adata = mutant crypt.

**Figure S6. Non-integrated analysis.** Dot plot of various intestinal lineage markers expressed in the various clusters of the wild-type epithelium (**A**), dedifferentiating cells in the double-mutant villi epithelium (**B**), and the double-mutant crypts (**C**). The size of each dot corresponds to the fraction of cells within a cluster expressing the indicated gene, while the color intensity represents the average expression level.

**Original Data Legend.**

Original western blot showing molecular weight markers and densitometry analysis: The corresponding molecular weight on the ladder and the pre-stained ladder used are shown on the left and right, respectively. The far-right and far-left well contains the pre-stained ladder. For densitometric analysis, data were first normalized to the lowest β-actin value, and target protein levels were then normalized to their respective β-actin controls.

# Supplementary material for: Dedifferentiation-driven oncogenic stemness promotes tumor-sustaining adaptability in the intestinal epithelium
**Source:** Cell Death Dis. 2026 Apr 17;17(1):514. doi: 10.1038/s41419-026-08669-2
**Supplement:** Supplementary file 9 — Supplementary Table 2

Supplementary Table 2. Primary and secondary antibodies used for immunohistochemistry.

| **Antibody** | **Dilution** | **Catalog#** | **Company** |
| --- | --- | --- | --- |
| Anti-CD44 Rat mAb, clone IM7 | 1:1000 | 103002 | BioLegend |
| Anti-GLS, clone 1D16 | 1:500 | ZRB1798 | EMD Millipore |
| Cdx2 (D11D10) Rabbit mAb | 1:1000 | 12306S | Cell Signaling Technology |
| Cleaved Notch1 (D3B8) Rabbit mAb | 1:500 | Val1744 | Cell Signaling Technology |
| Gfp (D5.1) XP® Rabbit mAb | 1:100 | 2956S | Cell Signaling Technology |
| Human/Mouse EphB2 Antibody | 1:100 | AF467-SP | R&D Systems |
| Keratin 20 (D9Z1Z) XP® Rabbit mAb | 1:1000 | 13063S | Cell Signaling Technology |
| Lysozyme, Polyclonal, Unconjugated, Ig fraction | 1:2000 | A009902-02 | Agilent Technologies |
| Smad4 (D3R4N) XP® Rabbit mAb | 1:250 | 46535T | Cell Signaling Technology |
| Tom20 (D8T4N) Rabbit mAb | 1:200 | 42406S | Cell Signaling Technology |
| Goat anti-mouse IgG (H+L), Biotinylated | 1:300 | BA-9200 | Vector Laboratories |
| Goat anti-rabbit IgG (H+L), Biotinylated | 1:700 | BA-1000 | Vector Laboratories |
| Goat anti-rat IgG (H+L), Biotinylated | 1:300 | BA-9400 | Vector Laboratories |

# Supplementary material for: Dedifferentiation-driven oncogenic stemness promotes tumor-sustaining adaptability in the intestinal epithelium
**Source:** Cell Death Dis. 2026 Apr 17;17(1):514. doi: 10.1038/s41419-026-08669-2
**Supplement:** Supplementary file 10 — Supplementary Table 3

Supplementary table 3. Primary and secondary antibodies used for western blot.

| **Antibody** | **Dilution** | **Catalog#** | **Company** |
| --- | --- | --- | --- |
| beta Actin Antibody (C4) | 1:1000 | sc-47778 | Santa Cruz Biotechnology |
| Pink1 Antibody (38CT20.8.5) | 1:1000 | sc-517353 | Santa Cruz Biotechnology |
| PRDX3 Rabbit PolyAb | 1:2000 | 10664-1-AP | Proteintech |
| PRDX6 Rabbit PolyAb | 1:2000 | 13585-1-AP | Proteintech |
| m-IgGk BP-HRP | 1:2000 | sc-516102 | Santa Cruz Biotechnology |
| mouse anti-rabbit IgG-HRP | 1:2000 | sc-2357 | Santa Cruz Biotechnology |

# Supplementary material for: Dedifferentiation-driven oncogenic stemness promotes tumor-sustaining adaptability in the intestinal epithelium
**Source:** Cell Death Dis. 2026 Apr 17;17(1):514. doi: 10.1038/s41419-026-08669-2
**Supplement:** Supplementary file 11 — Supplementary Table 4

Supplementary Table 4. Materials used for single-cell RNA-sequencing sample preparation.

| **Product** | **Catalog#** | **Company** |
| --- | --- | --- |
| 40-micron filter | 542040 | Greiner Bio-One |
| 6-well TC plate | 10861-554 | VWR |
| 70-micron filter | 431751 | Corning |
| Bovine SerumAlbumin | 5217 | Tocris Bioscience |
| DAPI | 5087410001 | Sigma-Aldrich |
| Dead Cell Removal Kit | 130-090-101 | Miltenyi Biotec |
| Dispase | 7913 | STEMCELL Technologies |
| DNase | 7900 | STEMCELL Technologies |
| EDTA | 324504 | EMD Millipore |
| FITC anti-mouse/human CD44 [IM7] | 103006 | BioLegend |
| PBS | BP399-4 | Fisher Scientific |

# Supplementary material for: Dedifferentiation-driven oncogenic stemness promotes tumor-sustaining adaptability in the intestinal epithelium
**Source:** Cell Death Dis. 2026 Apr 17;17(1):514. doi: 10.1038/s41419-026-08669-2
**Supplement:** Supplementary file 12 — Supplementary Table 5

Supplementary Table 5. Materials used for organoid preparation.

| **Product** | **Catalog#** | **Company** |
| --- | --- | --- |
| Advanced DMEM/F-12 | 12634010 | Thermo Fisher Scientific |
| Animal-Free Recombinant Murine EGF | AF-315-09 | PeproTech |
| B27 Supplement w/o Vit A (50x) | 12587010 | Thermo Fisher Scientific |
| Corning® Matrigel® Basement Membrane Matrix, Phenol Red-Free, *LDEV-Free | 356237 | Discovery Labware |
| Glutmax 1, 100x | 35050061 | Thermo Fisher Scientific |
| HEPES | 15630080 | Thermo Fisher Scientific |
| N2 Supplement | 17502048 | Thermo Fisher Scientific |
| N-Acetyl-L-cysteine,cell culture tested, BioReagent | A9165 | Sigma-Aldrich |
| Penicillin Streptomycin sol | 97063-708 | VWR |
| Recombinant Human R-Spondin 1 Protein | 4645-RS-025 | R&D Systems |
| Recombinant Murine Noggin | 250-38 | PeproTech |

# Supplementary material for: Dedifferentiation-driven oncogenic stemness promotes tumor-sustaining adaptability in the intestinal epithelium
**Source:** Cell Death Dis. 2026 Apr 17;17(1):514. doi: 10.1038/s41419-026-08669-2
**Supplement:** Supplementary file 13 — Supplementary Table 6

Supplementary Table 6. Other reagents and Materials.

| **Product Name** | **Catalog #** | **Company** |
| --- | --- | --- |
| ABC-HRP Vectastain kit | PK-4000 | Vector Laboratories |
| BCA Protein Assay Kit | 0023224 | Fisher Scientific |
| Hematoxylin | 26030-20 | Electron Microscopy Sciences |
| Hypoxyprobe Red549 Kit | 701 | Hypoxyprobe, Inc. |
| ImmPACT (TM) DAB HRP Substrate | SK-4105 | Vector Laboratories |
| Methyl green | ZH0804 | Vector Laboratories |
| NaCl | S271-1 | Fisher Scientific |
| NaF | A13019-30 | Alfa Aesar |
| Paraformaldehyde | 15714-S | Fisher Scientific |
| PMSF | P7626 | Sigma-Aldrich |
| Proteases inhibitor | P8340 | Sigma-Aldrich |
| Sodium Vanadate | 72060 | Sigma-Aldrich |
| Tamoxifen | T5648 | Sigma-Aldrich |
| Triton x-100 | 0694 | VWR |
| TRIzol | 15-596-018 | Thermo Fisher Scientific |

How the deposited data were processed for this re-analysis (not part of the article)

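The samples are 6 bulk RNA-seq libraries of duodenal villus epithelium, 3 from double mutant mice and 3 from wild-type mice, each from a different mouse. Conditions were taken from the sample labels, whose library names also appear in the sample sheet of Table S1. The labels and Table S1 number the replicates differently, and the numbers of the labels are used here. The paper's methods give 5 mM EDTA for 20 min for the isolation of the epithelium, and the sample labels give 0.5 mM EDTA in steps of 10 min.

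The authors cleaned the reads, aligned them to mm9 with HISAT2, counted them per gene with featureCounts and deposited raw counts, with 1 column per mouse, no normalization and no pooling of replicates. Totals ran from 19678507 to 26337318 counts per mouse. Of 20073 Ensembl gene identifiers in the table, 20032 were found in the GENCODE annotation of mm9, which gave the gene symbols and coordinates.

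Everything from the counts onward was computed here with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0. Genes were kept by filterByExpr with the group (13346 genes), normalized by TMM, fitted with glmQLFit (robust) and tested with glmQLFTest, with Benjamini-Hochberg adjustment over all tested genes. The thresholds, an adjusted p of 0.05 and a log2 fold change of 2, are those of the paper's methods. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F. Genes with at most 3 counts in every mouse of a group are given as lower bounds against 3 counts. Gene sets were tested by fgsea on the signal-to-noise ratio of DESeq2-normalized counts, with 10000 gene permutations and sets of 15 to 500 genes, adjusted over the 664 sets tested. The permutations shuffle genes, not mice, so their p-values do not account for the correlation between genes. Principal components used log2 CPM with a prior count of 2. Shares of counts in marker panels were compared by exact permutation tests, which cannot go below p = 0.1 with 3 mice against 3.

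The genes named in the text were fixed by a rule written before the counts were seen. The rule covers every gene the paper names for the bulk RNA-seq, the genes of the proteins it stained or blotted, *Smad4* and *Ctnnb1*, the largest change in either direction within each panel, the 5 genes with the smallest adjusted p in each direction outside Fig. 2A, and the 5 with the largest change in each direction among those with at least 50 counts in every mouse of the higher group. The fixed list of panel genes holds 407 genes, of which 356 were tested. Of these, 230 had an adjusted p under 0.05 over all genes and 243 over the list alone. Besides the panels, 18 Reactome sets were chosen after the counts were seen but before any set result; the Reactome translation set was chosen after its result was seen. Genes of other panels are summarised by number. Not every gene under this rule is reported here.

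The tests were run first on simulated counts with 200 genes changed. Means and spread came from the wild-type mice, and library sizes from all 6 mice. Far fewer genes were changed than the 4905 called in the data, so the rates below may not carry over to the real comparison. Of the 189 changed genes that passed the filter, edgeR called 139 (73.5%), none in the wrong direction, and 4 unchanged genes were called. It called 34.9% of the genes changed by 1 on the log2 scale, 86.4% of those changed by 2 and 100% of those changed by 3. DESeq2 called 141 of 195 changed genes and 22 unchanged ones. A simulated set of 40 raised genes had a normalized enrichment score of 3.33, and 1 of 100 random sets had a p under 0.05.

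The alternatives were DESeq2's Wald test, RLE factors, library size alone, limma-voom, 2 other filters on low counts, a replicate block, sex as a covariate, a fold threshold of 1, a tested fold threshold, other rankings and tests for gene sets, other settings for the principal components, and each mouse left out in turn. They were set before the data were examined, apart from those named as chosen later in the closing section. Single-cell data, stainings and blots have no counts here and were left out, as were the paper's Hallmark and signature gene sets. Transcripts numbered outside the annotation were tested with the other genes but have no position here.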

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

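The tests of the tuft cell and translation results below were chosen only after those results were seen.

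The paper's text does not discuss tuft cell markers for the bulk RNA-seq of villi; the genes of its heatmap of lineage markers (Fig. S1B) were not read here. These markers were lower in the double mutant mice. The log2 ratio of their share of counts was -3.26, all 8 tested markers were lower by edgeR's test, and all 3 double mutant mice lay below all 3 wild-type mice (exact permutation test, p = 0.1, the smallest possible). A difference in library size was tested by thinning every library to the smallest total, which left 8 markers lower. Leaving out the 20 highest genes of each mouse, in case a few genes set the scale, left 8 markers lower. Removing trends with GC content and transcript length left 8 markers lower. The first 2 corrections hardly moved the median log2 fold change of the markers (-3.582 and -3.558, against -3.557), so they are weak tests of their explanations. The third changed calls elsewhere, with 5320 genes past the threshold, 4579 of them shared with the 4905. The trends it removed had an SD of 0.0542 to 0.134 on the log2 scale per mouse. After it the median of the 8 markers was still -3.512, which argues against such trends as the source of their fall. One wild-type mouse setting the wild-type level was tested by leaving out each wild-type mouse, which left at least 8 markers lower. The permutation test cannot go lower with 3 mice per group, whatever the data, while edgeR's test sets each marker against the spread between mice. A candidate explanation is that the mutation lowers the number of tuft cells, or the expression of their markers, in the villi. Counts of a whole tissue do not separate these. Only the double mutant mice received tamoxifen, so an effect of the drug is not excluded.

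Genes of the translation machinery, which the paper does not discuss for the villi, were higher in double mutant mice. The Reactome translation set had a normalized enrichment score of 2.97 over 146 genes (fgsea, adjusted p = 0.00122). Among its 77 ribosomal protein genes, 67 were higher and 0 lower (median log2 fold change 1.39, and 1.58 when scaled by library size alone), and among its other 69 genes, 45 were higher and 2 lower (median 0.61, and 0.80 by library size alone). Reads shared between ribosomal protein genes and their pseudogenes would not raise the other genes, and without the ribosomal protein genes the score was 2.282. The score was 2.961 after thinning for the difference in library size, 2.966 without the 20 highest genes of each mouse and 3.358 after removing trends with GC content and transcript length, with genes ranked by edgeR's statistic in place of the signal-to-noise ratio. The first 2 of these hardly moved the score and the third changed the ranking too, so they are weak tests of their explanations. Of the 4 splits of the mice that part all 3 same-numbered pairs, 2 gave a translation score as far from 0, the real split included. Of all 10 splits, 4 did. The other 9 splits mix 2 mice of one group with 1 of the other, and so few splits cannot tell the score apart from a chance split. The counts of ribosomal protein genes may also include reads of pseudogenes, which the value of 2.282 does not exclude.

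Among the transcripts numbered outside the annotation, which the paper does not discuss, 76 of the 235 tested had an adjusted p under 0.05 (edgeR), 33 higher and 43 lower in double mutant villi. The share, 32.3%, was below the 36.8% of the annotated genes. The balance was the opposite with library size alone (42 higher, 32 lower) and without wild-type mouse 1 (39 higher, 35 lower), so no direction is given. With the fold threshold of 2, 18 were higher and 18 lower. Their positions were not used here, so reads shared with annotated genes were not tested, and no biological explanation was tested.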

How the results depend on the processing

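The DESeq2 settings with a fold threshold of 1 or a filter of 0.05 were chosen after seeing the data.

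The number of genes with an adjusted p under 0.05 stayed within 1.5 times 4905 under the other normalizations, filters, blocks, the sex covariate, DESeq2, limma-voom and the fits that left out a mouse, from 3442 to 5157. When a log2 fold change above 1 was itself tested, 680 genes passed, 361 higher and 319 lower. With a replicate block by the sample labels, 3834 genes passed (420 above 2 and 286 below -2), against 4905 (406 and 302) without it; same-numbered mice were no more alike than others (mean r -0.0247). With a block by the numbers of Table S1, 4312 genes passed. By the numbers of Table S1, same-numbered mice had a mean r of 0.0507 (0.02238 to 0.09346), against -0.0253 for the others, of which the highest was 0.07123. Scaling by library size alone moved the median log2 fold change of all genes to 0.2155, from 0.02145, and made 72.37% of the 5157 genes higher, against 53.66%. Requiring at least 10 counts in every mouse lowered the genes above 2 to 191, below -2 to 153 and both to 344; this filter removes genes that are nearly silent in one group. A fold threshold of 1 gave 1454, 832 and 2286 genes, DESeq2 with that threshold 1476, 961 and 2437, and DESeq2 with its filter set to 0.05 as well 1488, 961 and 2449. Without each mouse in turn, none of these counts over all tested genes changed by over 1.5 times. This does not hold for counts within marker panels, such as the stem cell markers past the threshold (7 without double mutant mouse 1, against 12).

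With camera and an estimated correlation, 0 of the 664 sets had an adjusted p under 0.05 (74 at an unadjusted p under 0.05). Directions did not change for the sets named next, but their adjusted p rose to 0.3648 for the enterocyte, E2F and Myc panels, the S-phase list and the Reactome cell cycle, S phase, M phase and E2F sets, 0.3855 for DNA replication, 0.3982 for the G2/M list, 0.4607 for the stem cell panel, 0.5299 for BMP signaling and 0.5497 for mitochondrial translation. The other alternatives of these sets, camera with a preset correlation among them, kept an adjusted p under 0.05. The mTORC1 panel lost its call with ranking by edgeR's statistic (score 1.475), with camera's preset correlation (adjusted p 0.08195) and with its estimated one (0.4915). The score of the unfolded protein response panel was -0.78479 without a low-count filter, that of respiratory electron transport 0.81267 with at least 10 counts in every mouse, and that of glycolysis -0.88375 with ranking by edgeR's statistic; camera also gave glycolysis a negative direction (adjusted p 0.6946 and 0.8361). With at least 10 counts in every mouse, the Reactome unfolded protein response set was too small to test.

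Over the 6 fits that each left out a mouse, the score ran from 1.4602 to 1.7437 for the mTORC1 panel, -0.86345 to 0.8212 for the unfolded protein response panel, 1.2385 to 1.6987 for the fetal panel (past the threshold in 2 fits), -1.4529 to 0.64495 for respiratory electron transport, -0.80013 to 0.79675 for detoxification of reactive oxygen species and -0.85256 to 1.0508 for glycolysis. The share of the first principal component ran from 61.75 to 73.03%. Without the 20 highest genes of each mouse, which leaves 9 of the 20 enterocyte markers, the log2 ratio of their share was -1.498, against -0.6812 for all 20.

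Of 80 named genes with an adjusted p under 0.05, 70 kept direction and threshold in every alternative that tested them and 10 did not; 5 others, none past the threshold, reversed. Under library size alone, *Ctnnb1* was at 0.0462 and *Cdx2* at 0.0447, moving with the median of all genes given above. With a mouse left out, *Notch1* ran from -0.2711 to 0.2954, *Lyz1* from -0.1712 to 1.3276 and *Rgmb* from -0.0533 to 0.2966. Apart from *Ctnnb1* and *Cdx2*, the cause of the changes was not tested.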

Differences from the paper's values

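The paper gives 960 upregulated genes, against 406 here, 1475 downregulated genes, against 302 here, and 2435 differentially expressed genes in total, against 708 here. Of the alternatives set before the data were examined, a log2 fold change threshold of 1 came within 1.5 times the paper's total, with 2286 genes, and no other did. For the paper's 960 and 1475, none of these alternatives did; the threshold of 1 gave 1454 higher and 832 lower genes. DESeq2 with a threshold of 1, chosen after seeing the values, gave 2437 genes in total against the paper's 2435, of which 1476 were higher and 961 lower in double mutant villi. With DESeq2's filter set to 0.05 as well, also chosen after seeing the values, the total was 2449, with 1488 higher and 961 lower. The directions of these counts are the opposite of the paper's, which has more downregulated than upregulated genes. The 1476 higher genes are near the paper's 1475 downregulated ones, and the 961 lower genes near its 960 upregulated ones. The 1995 genes of Table S1 compared below had the same direction as here. For these genes, fold changes of opposite sign therefore do not account for the opposite balance. Its cause was not tested.

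Only a part of Table S1 was read here, 1999 genes with adjusted p up to 0.000121 in the paper's DESeq2 test. The log2 fold changes of this part were met. For the 1995 of its genes that were tested, the direction was the same here. The largest difference from the DESeq2 values here was 0.00225. This part lists 1011 genes as higher and 988 as lower, which are not counts of the whole table.

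The paper states that the unfolded protein response signature was positively enriched in double mutant villi. The panel used here in its place had a normalized enrichment score of 0.677 (fgsea, adjusted p = 0.98), and the Reactome set 0.887 (adjusted p = 0.755). The paper also states an enrichment of a plasticity signature. The fetal and regenerative panel used here had a score of 1.46 (fgsea, adjusted p = 0.119), passing the threshold in 2 of the 6 fits that left out a mouse. Its share of counts was higher in all 3 double mutant mice than in all 3 wild-type mice. *Krt19*, which rose from 501 to 1464 CPM, made up the largest part of that rise. These panels hold other genes than the paper's sets.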

Other observations

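The tests of wild-type mouse 1 below were chosen only after its values were seen.

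The difference between the groups in 4905 genes was set against technical explanations. A difference in library size was tested by thinning, after which 4893 genes passed, 4814 of them shared with the 4905. Without the 20 highest genes of each mouse (33 genes), which took 13.22 to 15.89% of the counts, 4887 passed, 4881 of them shared. Thinning and this removal hardly moved the count, so they are weak tests of library size and of dominance by a few genes. After removing trends with GC content and transcript length, 5320 passed, 4579 of them shared. For cells from pancreas, immune system or connective tissue, 0 of 3 marker panels had shares that separated the groups. Still, 3 of the 12 tested immune markers were lower in double mutant villi (*Ptprc*, *Cd8a* and *Ccl5*, the last 2 named after their values were seen), 7 differed at an unadjusted p under 0.05, and their share in the double mutant mice, 0.01036 to 0.01545%, reached only that of wild-type mouse 1 (0.01068%) and not those of wild-type mice 2 and 3 (0.021 and 0.02123%). The pancreas panel also overlapped only through wild-type mouse 1 (0.0006645%), with 0.002404 and 0.003813% in wild-type mice 2 and 3 and 0.001265 to 0.001713% in the double mutant mice. Of the 3 tested pancreas markers, 0 had an adjusted p under 0.05 (1 at an unadjusted p under 0.05) and 2 had a positive log2 fold change. The connective tissue panel overlapped only through double mutant mouse 3 (0.001268%). Its share was 0.002078 and 0.001594% in double mutant mice 1 and 2, and 0.0007442 to 0.001305% in the wild-type mice. Of its 5 tested markers, 0 had an unadjusted p under 0.05, and 4 had a positive log2 fold change. Over the alternatives, the number of lower immune markers ran from 1 to 9 and that of higher ones from 0 to 1. Fewer immune cells in the double mutant preparations may account for the lower immune markers. For a mislabelled sample, 0 mice had sex-linked or *Smad4* counts against the label. Of the 10 splits of the 6 mice, 4 part all 3 same-numbered pairs, and 1 of these 4, the real one, gave as many genes. The other 9 splits gave 0 genes, with 58 to 431 genes at an unadjusted p under 0.05; each mixes 2 mice of one group with 1 of the other, and 6 of them part 1 pair. By this test alone, which cannot give a share under 0.1 with 10 splits whatever the data, the difference cannot be told apart from a chance split. The 4905 genes come from edgeR's test, which sets the difference against the spread between mice. Because only the double mutant mice received tamoxifen, none of these tests separates the drug from the mutation.

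Gene sets fared differently. The real split gave 265 sets with an adjusted p under 0.05, the other splits gave 36 to 350, and 2 of the 4 splits that part all 3 pairs gave as many gene sets, the real one included. The other splits mix 2 mice of one group with 1 of the other, and gene permutations ignore the correlation between genes, so the number of sets cannot tell the groups apart from a chance split. For single sets, the real split alone had a score as far from 0 among all 10 splits for the E2F, Myc and enterocyte panels and the Reactome cell cycle set, whereas 4 of the 10 splits did for the stem cell panel and the translation set, 2 for BMP signaling, 3 for the mTORC1 panel, 6 for the fetal panel and 8 for the unfolded protein response panel.

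Crypts carried over into the double mutant preparations could raise cell-cycle and stem cell genes. They would be expected to raise Paneth markers too, whose share had a log2 ratio of -1.769, but the mice of the groups overlapped (exact permutation test, p = 0.4), because wild-type mouse 1 had few Paneth counts. Without that mouse, 4 of 8 Paneth markers were lower and 1 higher. Crypts with few Paneth cells were not tested.

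In wild-type mouse 1, goblet markers took 0.01294% of the counts and Paneth markers 0.0007252%, against 1.46% and 1.425% (goblet) and 0.08505% and 0.1443% (Paneth) in wild-type mice 2 and 3. *Atoh1*, chosen after its values were seen, had 0.125 CPM in this mouse and 16.4 and 12.4 CPM in the others, and *Cyp1a1*, chosen likewise, had 350 CPM against 0.218 and 0.0505 CPM. Fewer crypt cells in this library would lower stem cell markers as far, and the log2 ratio to the other wild-type mice was -6.801 for goblet and -1.079 for stem cell markers. Single crypt genes fell further than that panel: *Olfm4*, chosen after its values were seen, had 5.17 CPM against 50.4 and 66.8 CPM, *Lgr5* 0.1666 against 0.9248 and 0.8087 CPM, and *Mki67* 5.123 against 14.31 and 15.26 CPM. The E2F panel, in contrast, was little changed (log2 ratio -0.197). Whether fewer crypt cells account for a part of the pattern thus remains open. The sex of the mouse, a male, was set against the double mutant male, whose goblet share was 0.5957%, beside 0.5247% and 0.5728% in the double mutant females. The tuft and enteroendocrine markers of this mouse were near those of the others, with log2 ratios of -0.02973 and -0.394. No biological explanation was tested.

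For some of the proteins the paper stained or blotted, the RNA of *Prdx6* (log2 fold change 1.60, adjusted p = 0.000117, edgeR), *Tomm20* (0.60, adjusted p = 0.0154) and *Prdx3* (0.52, adjusted p = 0.0197) was higher in double mutant villi, the last 2 past the threshold in 3 of the 6 fits that left out a mouse. *Pink1* (-0.23, adjusted p = 0.147), *Notch1* (0.05, adjusted p = 0.937), *Cdx2* (-0.15, adjusted p = 0.362) and *Lyz1* (0.40, adjusted p = 0.829) did not pass. The Notch target *Hes1* was higher (1.61, adjusted p = 0.00222), while the Reactome NOTCH set had a score of -1.04 (fgsea, adjusted p = 0.501). Of 14 tested genes of a Notch panel, 2 were higher (*Hes1* and *Notch2*) and 4 lower (*Jag2*, *Dll1*, *Dll4* and *Rfng*). *Jag2* had the largest fall (-1.02, adjusted p = 0.0371, edgeR), a call held in 1 of the 6 fits that left out a mouse. Mitochondrial translation had a score of 2.27 (adjusted p = 0.00124), respiratory electron transport -0.857 (adjusted p = 0.853), the citric acid cycle -1.42 (adjusted p = 0.149), glycolysis 0.876 (adjusted p = 0.787) and BMP signaling -1.97 (adjusted p = 0.00315). Scores were 0.853 for TCF-dependent WNT signaling (adjusted p = 0.868), -1.26 for transcription by the SMAD4 heterotrimer (adjusted p = 0.252), 0.977 for mitochondrial biogenesis (adjusted p = 0.635) and -0.865 for HIF regulation by oxygen (adjusted p = 0.794).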
